# Epidermal Interferon‐κ Drives Cutaneous Lupus‐Like Lesions, Photosensitivity, and Systemic Autoimmunity In Vivo

**DOI:** 10.1002/art.43350

**Published:** 2025-11-27

**Authors:** Benjamin Klein, Deborah J. Colesa, Yiqing Gao, Patrick A. O'Brien, Lin Zhang, Lori Lowe, Kelsey E. McNeely, Nguyen Thi Kim Nguyen, Svenja Henning, Mehrnaz Gharaee‐Kermani, Jeffrey B. Hodgin, Jacob W. S. Martens, Johann E. Gudjonsson, Celine C. Berthier, J. Michelle Kahlenberg

## Abstract

**Objective:**

Keratinocyte‐derived interferon (IFN) κ is chronically overexpressed in human nonlesional systemic lupus erythematosus (SLE) skin. Recent evidence suggests that epidermal signals instruct the immune system in SLE, but whether epidermal IFNκ alone is sufficient to drive lupus phenotypes has not been investigated. This study aimed to identify whether epidermal‐specific overexpression of IFN‐κ (*Ifnk*) results in lupus‐like cutaneous and systemic inflammation.

**Methods:**

We compared 3‐month‐old (young) and 12‐month‐old (aged) Balb/c mice who overexpress *Ifnk* in the epidermis under the keratin 14 promoter (transgenic [TG]) with age‐matched Balb/c wild‐type mice and assessed local and systemic immune responses at baseline and after UV treatment. Skin lesions were assessed by histopathology, bulk RNA sequencing, and immunohistochemistry and subsequently compared to human cutaneous lupus erythematosus (CLE). Flow cytometry on lymph nodes and splenocytes at baseline and after UV treatment was performed to phenotype immune cell compositions.

**Results:**

*Ifnk* TG mice spontaneously developed CLE‐like lesions and systemic immune dysregulation. Lesions showed facial predominance, lymphocytic infiltration, immune complex deposition, and a transcriptional signature reflective of human CLE. *Ifnk* TG mice exhibited increased immune cell activation and spontaneous signs of systemic autoimmunity with higher anti–double‐stranded DNA antibodies, lymphadenopathy, and splenomegaly but lacked signs of renal inflammation. UV treatment enhanced cutaneous inflammation and splenic T cell activation in *Ifnk* TG mice.

**Conclusion:**

Together, we describe a new CLE mouse model that recapitulates features of human CLE and substantiates the role of epidermal IFNκ as a driver of CLE, photosensitivity, and systemic inflammation.

## INTRODUCTION

Epidermal keratinocytes (KCs) are critical to maintain skin homeostasis and cutaneous immunity through barrier formation and cytokine secretion.^1^ Dysfunctions in cytokine secretion pathways lead to susceptibility to infection or chronic skin inflammation, eventually accompanied by systemic inflammation. Cutaneous lupus erythematosus (CLE) is a chronic disabling autoimmune disease that can occur isolated or in association with systemic lupus erythematosus (SLE).^2^ Recent work suggests that the skin itself contributes to systemic inflammation in lupus because nonlesional skin of patients with SLE harbors a chronic type I interferon (IFN) signature, promoting recruitment of myeloid cells into the skin.^3^, ^4^, ^5^, ^6^ CLE is also characterized by strong inflammatory responses to UV light, termed photosensitivity.^7^ Our previous work identified KC‐derived IFNκ as a pivotal cytokine in lupus skin, which contributes to cutaneous inflammation and photosensitive responses by increasing apoptosis and inflammatory education of immune cells in vitro.^8^, ^9^ How an IFNκ‐rich epidermis contributes to local and systemic immune responses and whether this environment alone is sufficient to drive skin lesions and systemic disease in vivo has yet to be explored.

Here, we show that epidermal overexpression of *Ifnk* in mice leads to development of CLE‐like lesions that show significant overlap with human CLE. Furthermore, these mice develop signs of systemic autoimmunity over time. UV irradiation led to prolonged inflammatory responses in skin‐draining lymph nodes and activation of systemic T cells in *Ifnk* transgenic (TG) mice, highlighting how perturbations in the cutaneous compartment might spread systemically. Hence, we propose a new CLE mouse model by overexpression of epidermal *Ifnk* that harbors strong molecular overlap with human CLE and identifies IFNκ as sufficient to drive cutaneous lesions and systemic inflammation.

## MATERIALS AND METHODS

### Mice

*Ifnk* TG and BALB/c wild‐type (WT) mice (3 and 12 months old) were assessed for skin lesions, peripheral blood, autoantibodies, proteinuria, and immune cell composition in skin, skin‐draining inguinal lymph nodes (SDLNs), spleen, and kidney. Mice TG for *Ifnk* under the keratin 14 promoter (to promote epidermal overexpression) on the C57Bl/6 background were originally generated by Cyagen Biosciences using the PiggyBac vector and were backcrossed for more than eight generations onto the BALB/c background at the University of Michigan. Overexpression of *Ifnk* in murine skin was confirmed by genotyping and quantitative polymerase chain reaction (Supplementary Figure S1A and B). BALB/c WT mice (The Jackson Laboratory) were also bred at the University of Michigan. Mice were housed in the Unit for Animal Laboratory Medicine facility under enriched conditions at a constant temperature (22–23°C) with a 12:12‐hour light‐to‐dark cycle and optimal humidity and free access to tap water and food ad libitum. All animal procedures were performed using protocols approved by the University of Michigan Institutional Animal Care and Use Committee on Use and Care of Animals. Skin wide genome expression datasets are already available for discoid lupus erythematosus (DLE) through GEO GSE81071. Genome expression of murine skin and skin‐draining lymph nodes are now available through GEO GSE290137.

### Histology

Skin samples were fixed in 10% formalin, dehydrated, embedded in paraffin, sectioned, and stained with hematoxylin (Surgipath, 3801540, Leica Biosystems) and eosin (Surgipath, 3801600, Leica Biosystems). Hematoxylin and eosin staining was performed per standard protocols. Scoring was conducted in a blinded manner by a dermatopathologist (LL).

### RNA sequencing, analysis, and XCell enrichment tool

After RNA isolation, libraries were generated with poly‐A kits and sequencing was performed using an Illumina‐NovaSeq‐X system through the University of Michigan Advanced Genomics Core. An average 51 million reads per sample were obtained. After quality control, trimming, and read alignment, downstream analyses and normalization were performed with the DESeq2 package in R. Reads were mapped to the reference genome GRCm38 (ENSEMBL), using STAR version 2.7.8a and assigned count estimates to genes with RSEM version 1.3.3. Alignment options followed Encyclopedia of DNA Elements standards for RNA sequencing. Canonical pathways and upstream regulators from differentially expressed genes (DEGs) from the mouse model and human (GEO GSE81071) samples were identified using Ingenuity Pathway Analysis software from Qiagen. Mouse and human cell type enrichment analysis from Log2 normalized gene expression data of all samples was performed using the XCell webtool (https://comphealth.ucsf.edu/app/xcell). Heatmaps were generated using the Morpheus software from the Broad Institute (https://software.broadinstitute.org/morpheus/), and upstream regulator dot plots were generated using GraphPad Prism version 10 or an in‐house R script.

### UV irradiation

Mice were shaved and placed in a restrainer with facial protection and irradiated with 250 mJ/cm^2^ UVB three times a week for two weeks using an UV‐2 UV irradiation system (Tyler Research), which uses cascade‐phosphor UV generators that emit 310 nm of UVB radiation. Irradiated skin was outlined with a black sharpie for the two‐week observation period.

### Flow cytometry

Before processing, kidneys were cut and incubated for one hour at 37°C in tissue digestion mix (200 U/mL DNase I [Roche 4536282001], Liberase 0.1 mg/mL [Roche 540119001], and 2.4 mM CaCl_2_ in Dulbecco's modified Eagle's medium). Organs were put through a 70‐μm cell strainer in fluorescence‐activated cell sorting (FACS) buffer (3% fetal bovine serum and 1 mM EDTA) and spun at 2,000 revolutions per minute for five minutes. Lymph nodes were resuspended in FACS buffer until staining. Spleen and kidney suspensions were subjected to red blood cell lysis. Cell counts were obtained using Countess 3FL Automated Cell Counter (ThermoFisher). Single‐cell suspensions were incubated with Fc block (1:50, 1 μL per 1 million cells) for 10 minutes. Cells were stained using single‐color controls and fluorescence minus one control to assess T cells, myeloid cells, and B cells. For live/dead, heat‐killed cells (65°C for three minutes) were used as positive controls. Primary conjugated antibodies and viability dye were incubated for 30 minutes; samples were washed with phosphate buffered saline (PBS), fixed with Fluorofix Buffer solution (BioLegend, 422101), and resuspended in PBS. Samples were stored at 4°C and measured using a Cytek Aurora Spectral Analyzer. All antibodies can be found in Supplementary Table 1. Single‐color controls were used for unmixing. For spleen and lymph node cells, unstained splenocytes were used as unstained controls. For kidneys, unstained cells from kidneys were used as unstained control, and splenocytes were used for single‐color controls. Analysis of flow cytometry was performed using FlowJo version 10.10.0 and compared using GraphPad Prism version 10 (See Supplementary Materials for additional methods.)

## RESULTS

### spontaneous development of skin lesions in *Ifnk* transgenic mice

Confirmation of expression of the *Ifnk* transgene (Supplementary Figure S1A and B) showed an increase of approximately two‐fold of *Ifnk* in TG mice compared to WT, which is in line with expression levels in human CLE.^8^ Mice were aged up to 12 months and assessed for survival, development of cutaneous lesions, and signs of systemic autoimmunity (Figure 1A). Survival and body weight after 12 months were significantly reduced in *Ifnk* TG mice, but overall survival remained at 81% after 12 months (Supplementary Figure S1C and D). At three months of age, *Ifnk* TG mice did not differ from WT mice in body weight, and the skin was unaffected. After 12 months, about 75% of the *Ifnk* TG mice developed cutaneous plaques located on the face, back, and occasionally on the extremities that were marked by erythema, hair loss, and the presence of slight scales, whereas no WT mice developed these lesions (Figure 1B–D; Supplementary Figure S1E). We also observed periorbital edema and swelling (Supplementary Figure S1E). Histologic examination and blinded scoring by a dermatopathologist revealed a mixed inflammatory infiltrate mostly composed of lymphocytes as well as a significant thickening of the epidermis along with acanthosis and hyperkeratosis (Figure 1E and F). Importantly, *Ifnk* TG mice exhibited increased lymphocytic infiltration in nonlesional skin compared to WT mice, which was further pronounced in lesional skin (Figure 1E and F). Of note, we observed necrotic KCs and follicular plugging, both features of human CLE (Supplementary Figure S1F).^2^ Some lesions exhibited neutrophilic infiltrates, which can be observed in a significant subset of CLE manifestations.^10^ MX1, an IFN‐induced gene, was significantly increased in nonlesional epidermis of *Ifnk* TG mice compared to WT, consistent with a chronic type I IFN signature (Supplementary Figure S1G and H). These results indicate that overexpression of epidermal *Ifnk* alone is sufficient to drive development of cutaneous inflammation resulting in lesion development.

**Figure 1:**
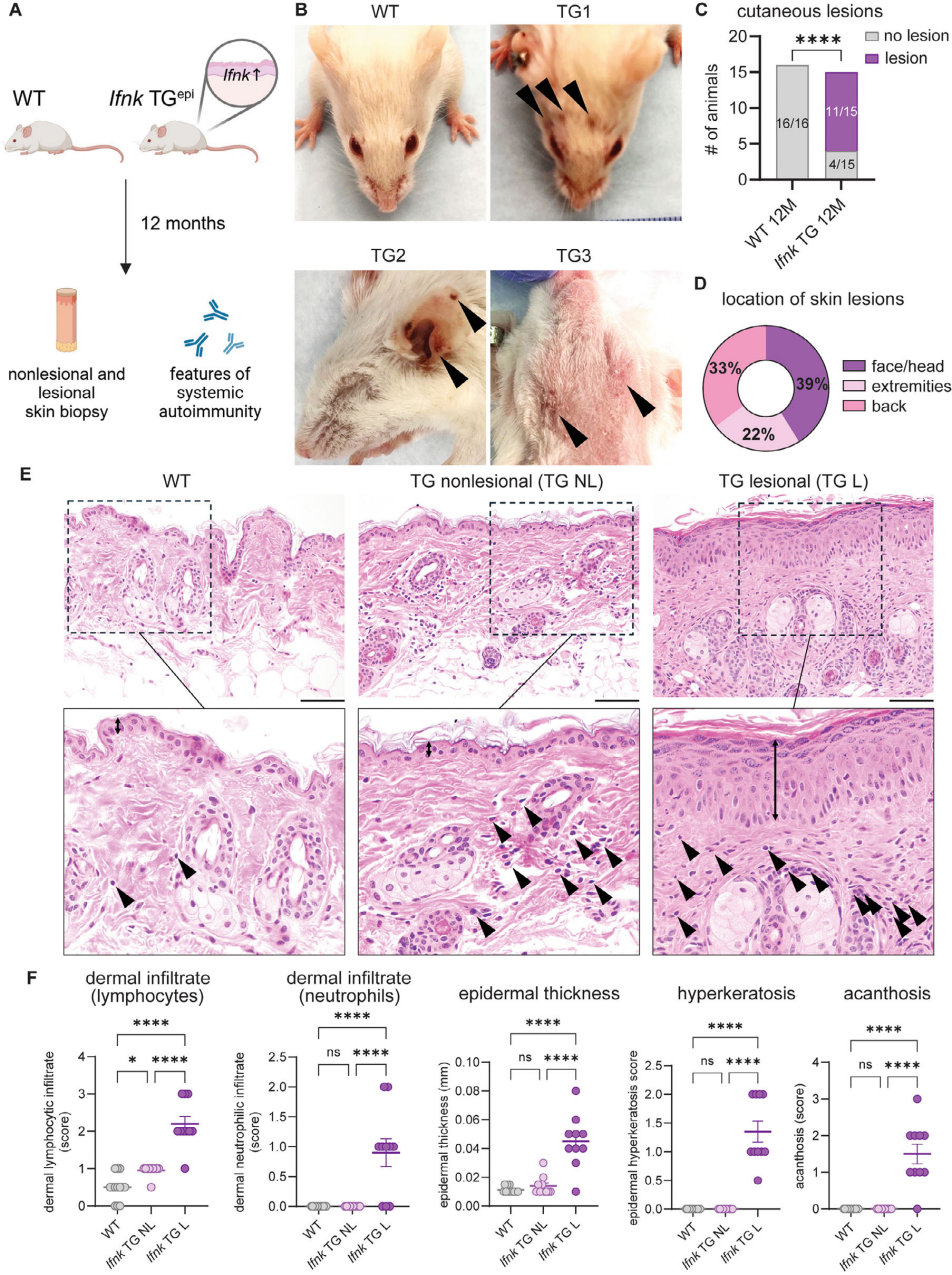
*Ifnk* TG mice develop cutaneous lupus erythematosus–like cutaneous lesions. (A) Schematic image of investigation in aged *Ifnk* TG and WT mice. (B) Representative images of WT and cutaneous lesions observed in *Ifnk* TG mice. Arrows indicate scaly plaques. (C) Quantification of cutaneous lesions at 12 months in WT and *Ifnk* TG mice, comparison by Fisher's exact test. ***P < 0.001. (D) Percentage of locations of skin lesions observed in 11 *Ifnk* TG mice. (E) Representative images of hematoxylin and eosin–stained untreated skin in WT, nonlesional *Ifnk* TG, and lesional *Ifnk* TG skin. Double‐ended arrows (↕) indicate the epidermis, and arrowheads indicate lymphocytic infiltration. Scale, 200 μm. (F) Scoring of inflammation for each indicated metric was conducted in a blinded manner by a dermatopathologist. Analysis of variance was followed by Kruskal–Wallis test. *P < 0.05; ****P < 0.0001. ns, not significant; TG, transgenic; WT, wild‐type.

### Characterization of transcriptomic signatures of lesional skin in *Ifnk* TG mice

Because these lesions had histologic features of CLE, we next wanted to transcriptionally compare them to human CLE lesions. Bulk RNA sequencing of WT and lesional and nonlesional *Ifnk* TG skin was completed as shown in Figure 2A. 

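The skin libraries came from 3 WT samples, 2 nonlesional (NL) *Ifnk* TG samples and 4 lesional (L) *Ifnk* TG samples, all at 12 months of age. The labels number the 9 libraries separately and place them all in batch 1. They do not say whether any NL and L samples came from the same mouse, which body site each sample came from or which sex each mouse was. The authors aligned reads of poly-A libraries to GRCm38 with STAR and deposited the RSEM expected counts for each gene, rounded to whole numbers and without normalization. Between 40499078 and 56511276 counts were assigned to genes per library, with a median of 43994849 in WT, 46418170 in NL and 46670434 in L skin. The smallest share of a library that this depth can show, 3 counts of the total, was 5.31e-06% in the deepest library and 7.41e-06% in the shallowest. The reads carry no molecular identifiers as deposited, so this floor and the errors below the level of a library cover counting error only. From these counts, differential expression was computed with edgeR's quasi-likelihood F-test after TMM normalization, in a single fit of all 9 libraries and over the 19101 genes kept by edgeR's expression filter, with Benjamini-Hochberg adjustment of p over those genes. Expression is given as CPM, edgeR's counts scaled to the normalized library size, and gene positions are those of GRCm38 in GENCODE release M21. *Ifnk* itself (ENSMUSG00000042993) lies on chromosome 4 from 35152056 to 35154005 and is close to the floor in these libraries. It had 0 counts in each of the 3 WT libraries, 6 and 0 counts in the NL libraries, and 14, 11, 5 and 8 counts in the L libraries. Its expression in L skin was 0.195 ± 0.0800 CPM (SD, n = 4), at least 2.95-fold higher than in WT skin when WT is set at the floor (adjusted p = 0.0191 from edgeR's test). For NL against WT skin the same test gave an adjusted p of 0.650. Whether transcripts of the transgene are counted under *Ifnk* was not tested, so these counts may not measure the transgene.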

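Between L and WT skin, 8237 of the 19101 tested genes had an adjusted p under 0.05 from edgeR's test and were counted as DEGs. Of these, 4386 were higher and 3851 lower in L skin. In 7930 of the DEGs, every L library lay on the same side of every WT library. Among all tested genes 49.4% were separated in this way, and chance gives 5.71% for 4 libraries against 3. Between L and NL skin there were 4782 DEGs, 2519 higher and 2263 lower in L skin. The lists from both comparisons shared 4448 genes, each changed in the same direction in both. A further 3789 DEGs were found only against WT skin and 334 only against NL skin. Of 29 tested Hox genes, which mark position in the body, 12 were lower and 1 higher in L than in WT skin. Against NL skin 10 were lower and 1 higher. A difference in body site may therefore contribute to these counts. Between NL and WT skin no gene passed the threshold. Without adjustment 1465 genes, 7.67% of those tested, had a p under 0.05 in that comparison. The setting that moved the count for L against WT skin most was a test against a log2 fold change of 1 (edgeR's glmTreat), which left 1732 genes. For NL against WT skin it was DESeq2, which gave 62 genes. Genes are ranked here, and for lymph nodes below, by edgeR's fitted log2 fold change. Where a group is at the floor only the printed lower bound is known, and the bounds need not follow this order. Among DEGs with separated libraries, 3 had the largest increases over WT skin. *Gm10229* (ENSMUSG00000068075, chromosome 16 from 89015284 to 89015846) reached 794 ± 508 CPM (SD, n = 4) in L skin. It was at least 12020-fold higher than in WT skin, which had no counts, with an adjusted p of 0.000257. *Krtap19-3* (ENSMUSG00000060469, chromosome 16 from 88877513 to 88878038) was at least 11290-fold higher (adjusted p = 0.00110) and *Krt34* (ENSMUSG00000043485, chromosome 11 from 100037347 to 100041554) at least 8607-fold higher (adjusted p = 0.000217). The largest decreases were those of *Cyp2j7* (ENSMUSG00000081362, chromosome 4 from 96195197 to 96236659), at least 21.2-fold lower, *Gm49477* (ENSMUSG00000116066, a lincRNA on chromosome 15 from 103135881 to 103140669), at least 19.3-fold lower, and *Hamp* (ENSMUSG00000050440, chromosome 7 from 30942368 to 30944032), at least 60.6-fold lower. *Cyp2j7* and *Gm49477* were also among the largest decreases against NL skin, at least 25.4-fold and 12.8-fold lower, together with *1700029B22Rik* (ENSMUSG00000100759), at least 10.2-fold lower. The largest increases over NL skin were those of *Gm11562* (ENSMUSG00000062278), *Krtap4-7* (ENSMUSG00000045109) and *Gm11938* (ENSMUSG00000057674), at least 2740-fold, 2370-fold and 2367-fold higher, all on chromosome 11.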

We identified 8,822 DEGs in *Ifnk* TG skin compared to WT skin (Figure 2B). 

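Type I IFN responses were measured with the 12 tested genes of Reactome's set for interferon alpha and beta signaling, by limma's camera test against all other tested genes with a preset inter-gene correlation of 0.01. The median log2 fold change of the set in L against WT skin was 0.42, with 8 of its 12 genes higher in L skin and 6 of them DEGs (adjusted p = 0.481 over the 901 sets tested). Of the alternatives that keep every library, DESeq2 moved this median most, to 0.11 (adjusted p = 0.361, in a range of 0.361 to 0.834). Without one library the adjusted p ranged from 0.158 to 0.616. In NL against WT skin the median was -0.06, with 5 of the 12 genes higher in NL skin (adjusted p = 0.906). Relative to the mean of all 9 libraries, the mean log2 CPM of the set was 0.25 ± 0.34 (SD, n = 4) in L skin, from -0.13 to 0.66. It was -0.22 ± 0.04 (SD, n = 2) in NL skin and -0.19 ± 0.06 (SD, n = 3) in WT skin.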

*Ifnk* TG skin showed high expression of IFN‐related genes compared to WT. We then performed pathway analysis of lesional versus nonlesional skin in *Ifnk* TG mice to evaluate lesion progression. This comparison revealed cell cycle– and keratinization‐related pathways to be the most nonimmune up‐regulated pathways, reflective of hyperkeratosis and acanthosis. 

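Canonical pathways of Ingenuity Pathway Analysis were not used here, and Reactome sets and a hand-written list of keratinization genes, fixed before the data were examined, were tested in their place. For L against NL skin, the 391 tested genes of Reactome's mitotic cell cycle set had a median log2 fold change of 0.32, with 294 higher in L skin and 161 of them DEGs (adjusted p = 7.80e-06 from limma's camera). Relative to the mean of the 9 libraries, the mean log2 CPM of the set was 0.32 ± 0.14 (SD, n = 4) in L skin and -0.16 ± 0.09 (SD, n = 2) in NL skin. When the inter-gene correlation was estimated for the set instead of preset, the adjusted p was 0.695. Over the other settings it ranged from 6.56e-21 to 0.000122. The 19 tested keratinization genes had a median log2 fold change of 2.69 in L against NL skin, with 18 higher and 17 of them DEGs (adjusted p = 1.71e-11 over 20 lists from limma's camera). With an estimated inter-gene correlation the adjusted p was 0.269, the highest over the settings. Their mean log2 CPM relative to the 9 libraries was 1.99 ± 0.61 (SD, n = 4) in L skin and -0.89 ± 0.40 (SD, n = 2) in NL skin. In NL against WT skin the same 19 genes had a median of 0.90, with 17 higher in NL skin and 0 DEGs among them (adjusted p = 7.49e-14, or 0.319 with an estimated correlation). Lists for hair shaft, muscle and fat also passed the threshold between L and NL skin at the preset correlation, as did T cell lists given below. The 11 hair shaft genes were all higher in L than in NL skin, with a median of 11.95 (adjusted p = 4.90e-28). The 10 skeletal muscle genes were all lower, with a median of -3.60 (adjusted p = 0.000329), as were the 8 adipocyte genes, with a median of -1.45 (adjusted p = 0.0206), and neither list held a DEG. The mean of the muscle list ranged from -7.59 to 0.43 among the L libraries (SD 3.41, n = 4). With an estimated correlation none of the lists for hair shaft, muscle and fat passed (adjusted p = 0.0603, 0.746 and 0.754). No set or list run with the alternatives passed under that setting, so it cannot tell stable from unstable results.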

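Of the Reactome sets that stand for immune pathways, none passed an adjusted p of 0.05 between L and NL skin with limma's camera. The 117 genes of the C-type lectin receptor set had a median log2 fold change of 0.23, with 75 higher in L skin (adjusted p = 0.146). This set passed with DESeq2 (adjusted p = 0.0102) and with over-representation among DEGs in place of camera (adjusted p = 0.00327), within a range of 0.00327 to 0.696 over the settings tried. The median was 0.02 for the 51 genes of T cell receptor signaling, with 28 higher (adjusted p = 1.00), and 0.04 for the 172 genes of B cell receptor signaling, with 88 higher (adjusted p = 0.831). It was 0.07 for the 79 genes of major histocompatibility complex class II antigen presentation, with 46 higher (adjusted p = 0.287), and 0.20 for the 26 genes of the ISG15 antiviral mechanism, with 16 higher (adjusted p = 0.715). The 42 genes of interleukin-1 signaling, which acts through NF-κB, had a median of -0.06, with 19 higher (adjusted p = 0.404). Within each of these sets some genes changed, from 8 DEGs of the 26 in the ISG15 set to 63 of the 172 in the B cell receptor set. The hand-written list of 14 neutrophil granule genes had a median of 2.70, with 12 higher in L skin and 5 of them DEGs (adjusted p = 0.0750 over 20 lists). It passed in 8 of 18 alternatives, 4 of them among the 7 fits that each left out one library, with adjusted p from 0.00379 (DESeq2) to 0.754. The list for effector memory T cells passed as higher in L than in NL skin (median 1.01, 8 of 8 genes, adjusted p = 0.00285). So did that for central memory or naive T cells (1.93, 5 of 6, adjusted p = 0.0425). The γδ T cell list passed as lower (-1.15, 2 of 8 higher, adjusted p = 0.00577). The T cell list did not pass (0.83, adjusted p = 0.545). For these lists the alternatives are not given in this comparison.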

Top immune‐related pathways in *Ifnk* TG lesional versus nonlesional were related to NF‐κB, T cell receptor/B cell receptor signaling, antigen presentation, neutrophil degranulation, and antiviral responses (Figure 2C). Top upstream regulators of lesional skin included several cytokines known to be involved in CLE pathogenesis, such as tumor necrosis factor (TNF) and IFNγ (Figure 2D; Supplementary Figure S2A). 

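Upstream regulators are predicted from the known targets of a regulator, and the software used for Figure 2D was not used here. The response to IFNγ was measured instead with the 86 tested genes of Reactome's interferon gamma signaling set. In L against NL skin they had a median log2 fold change of 0.52, with 60 higher in L skin and 18 of them DEGs (adjusted p = 0.119 from limma's camera). The set passed the threshold in 3 of 18 alternatives, which were DESeq2, *Xist* expression as a covariate and the fit without L replicate 7, and its adjusted p ranged from 0.00101, in that fit, to 1. Its mean log2 CPM relative to the 9 libraries was 0.21 ± 0.41 (SD, n = 4) in L skin, from -0.29 to 0.57, and -0.19 ± 0.01 (SD, n = 2) in NL skin.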

Next, we looked at chemokines and cytokines and their respective receptors that contribute to the inflammatory infiltrate observed both in nonlesional and lesional *Ifnk* TG skin (Figure 2E and F; Supplementary Figure S2B). 

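In the comparison of NL with WT skin, *Ccl27a*, *Ccl27b* and *Ccr4* were each higher in both NL libraries than in all 3 WT libraries. Of the 19101 tested genes, 18.8% were higher in this way, and chance gives 10% for 2 libraries against 3. *Ccl27a* (ENSMUSG00000073888, chromosome 4 from 41769467 to 41774247) was at 47.2 ± 1.89 CPM (SD, n = 2) in NL and 28.2 ± 6.07 CPM (SD, n = 3) in WT skin, a log2 fold change of 0.74 (standard error 0.56, adjusted p = 0.772 from edgeR's test). *Ccl27b* (ENSMUSG00000096826, chromosome 4 from 42655251 to 42656005) was at 20.8 ± 0.674 CPM in NL and 12.8 ± 2.27 CPM in WT skin, a log2 fold change of 0.70 (standard error 0.50, adjusted p = 0.761). These 2 genes are paralogs whose reads the authors' counting could have split between them, so their values are uncertain. *Ccr4* (ENSMUSG00000047898, chromosome 9 from 114490316 to 114504916), the receptor, was at 7.48 ± 2.12 CPM in NL and 4.03 ± 0.245 CPM in WT skin, a log2 fold change of 0.89 (standard error 0.33, adjusted p = 0.599). None of the 3 genes passed an adjusted p of 0.05 under any alternative. The lowest values came from fitting NL and WT skin alone, with adjusted p = 0.0935 for *Ccl27a*, 0.0968 for *Ccl27b* and 0.112 for *Ccr4*, in ranges that reached 0.870 over the settings that keep every library and 0.958 without one library.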

In nonlesional skin, we observed significant up‐regulation of the ligand–receptor pair *Ccl27/Ccr4*, which contribute to T cell homing in the skin (Figure 2E).^11^ In addition, *Cxcl16* was increased, which is known to promote myeloid cell recruitment.^12^, ^13^ Lesional skin showed strong up‐regulation of *Cxcl9*, *Cxcl10*, and *Cxcl11*, three major chemokines implicated in CLE pathogenesis.^14^, ^15^ Up‐regulation of *Ccl20* and *Ccl5* was also present, both of which are increased in human CLE lesions (Figure 2E).^16^ 

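*Cxcl16* (ENSMUSG00000018920, chromosome 11 from 70453983 to 70459984) was at 45.8 ± 6.04 CPM (SD, n = 2) in NL and 28.4 ± 1.19 CPM (SD, n = 3) in WT skin, a log2 fold change of 0.69 (standard error 0.28, adjusted p = 0.645 from edgeR's test). Fitting NL and WT skin alone gave the lowest adjusted p for *Cxcl16*, 0.0600, in a range that reached 0.870, or 0.958 without one library. In L against WT skin, *Cxcl9*, *Cxcl10*, *Cxcl11*, *Ccl20* and *Ccl5* were each higher in all 4 L libraries than in all 3 WT libraries. *Cxcl9* (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) rose from 1.29 ± 0.815 CPM (SD, n = 3) in WT to 80.7 ± 66.6 CPM (SD, n = 4) in L skin, a log2 fold change of 5.95 (standard error 0.95, adjusted p = 0.00198). *Cxcl10* (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) rose from 0.353 ± 0.302 to 9.62 ± 8.93 CPM, a log2 fold change of 4.75 (standard error 1.25, adjusted p = 0.0168). It passed in 8 of 9 fits that each left out one library (adjusted p up to 0.0544). *Cxcl11* (ENSMUSG00000060183, chromosome 5 from 92359544 to 92365485), which the annotation lists as a polymorphic pseudogene in the reference strain, rose from 0.108 ± 0.115 to 9.00 ± 10.0 CPM, a log2 fold change of 6.32 (standard error 1.46, adjusted p = 0.0100). For *Ccl20* (ENSMUSG00000026166, chromosome 1 from 83116766 to 83119167) the values were 0.428 ± 0.0847 CPM in WT and 2.36 ± 0.781 CPM in L skin, a log2 fold change of 2.45 (standard error 0.37, adjusted p = 0.00118). For *Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) they were 0.382 ± 0.0767 and 3.91 ± 2.15 CPM, a log2 fold change of 3.35 (standard error 0.55, adjusted p = 0.00174). Across the 24 chemokines of Figure 2E, 14 were higher in L than in WT skin at an adjusted p under 0.05 and 1 was lower. The spread among the L libraries was wide for the CXC chemokines, with SDs close to their means.

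**Figure D1:**
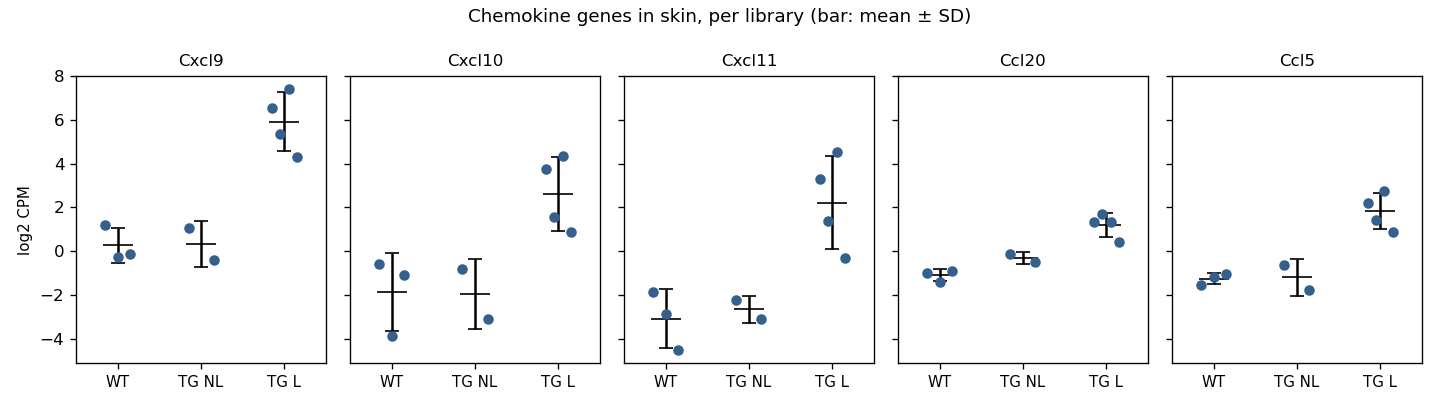
Log2 CPM of 5 chemokine genes in each skin library (points) of the 3 groups, with the mean and SD of each group as bars. All 4 L libraries sit above all 3 WT libraries for each gene, and the NL libraries lie near the WT libraries.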

Analysis of chemokine receptors revealed significant up‐regulation of C‐C chemokine recepotors (*Ccr2*, *Ccr5*, *Ccr7*) and C‐X‐C motif chemokine receptors (*Cxcr2*, *Cxcr4*, *Cxcr6*), all of which have been observed to be up‐regulated in human CLE (Figure 2E).^17^ 

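Each receptor gene given here was higher in every L library than in every WT library. *Cxcr2* (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246) changed most, from 0.476 ± 0.208 CPM (SD, n = 3) in WT to 13.8 ± 10.8 CPM (SD, n = 4) in L skin, a log2 fold change of 4.85 (standard error 0.85, adjusted p = 0.00272 from edgeR's test). L replicate 4 held 1641 counts of it and the other L libraries between 343 and 443. *Ccr2* (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) rose from 10.6 ± 4.21 to 40.2 ± 11.8 CPM, a log2 fold change of 1.92 (standard error 0.32, adjusted p = 0.00188). *Ccr7* (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) rose from 0.330 ± 0.203 to 2.03 ± 0.451 CPM, with a log2 fold change of 2.61 (standard error 0.47, adjusted p = 0.00266). For *Cxcr6* (ENSMUSG00000048521, chromosome 9 from 123806475 to 123811760) the means were 5.98 ± 0.567 and 22.1 ± 8.08 CPM, a log2 fold change of 1.88 (standard error 0.31, adjusted p = 0.00166). The smallest change was that of *Cxcr4* (ENSMUSG00000045382, chromosome 1 from 128588199 to 128592293), from 4.90 ± 2.49 to 9.75 ± 0.878 CPM, a log2 fold change of 0.99 (standard error 0.30, adjusted p = 0.0262). With L and WT skin fitted alone, *Cxcr4* no longer passed the threshold (adjusted p = 0.0502, in a range of 0.00689 to 0.0502), and it passed in 6 of 9 fits that each left out one library. Of the 15 receptors of Figure 2E, 9 were higher in L skin at an adjusted p under 0.05 and none was lower.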

We found prominent cytokine differences, including expression of *Ifng*, *Il1a*, *Il1b*, and *TNF* in cutaneous lesions, reflective of a dominant Th1‐biased immune response, as seen in human CLE (Figure 2F).^14^ Furthermore, cutaneous lesions exhibited a prominent IFN signature, with multiple IFN‐stimulated genes being significantly up‐regulated (Supplementary Figure S2B). These results suggest overexpression of *Ifnk* drives spontaneous development of CLE‐like lesions and that a strong activation of type I and II IFN signaling exists in these lesions, similar to human CLE. 

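The 4 cytokine genes differed between L and WT skin with very different spreads among the L libraries. *Il1a* (ENSMUSG00000027399, chromosome 2 from 129299610 to 129309972) rose from 4.03 ± 1.03 CPM (SD, n = 3) in WT to 14.9 ± 7.55 CPM (SD, n = 4) in L skin, a log2 fold change of 1.88 (standard error 0.39, adjusted p = 0.00505 from edgeR's test). *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) was at 2.21 ± 1.61 CPM in WT and 102 ± 176 CPM in L skin, a log2 fold change of 5.53 (standard error 1.66, adjusted p = 0.0282). L replicate 4 alone held 20122 of its counts, while the other L libraries held between 480 and 788. DESeq2 gave *Il1b* no adjusted p. Over the other settings it ranged from 0.0217 to 0.0819, and *Il1b* passed in 6 of 9 fits that each left out one library. *Ifng* (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) was at 0.0710 ± 0.0619 CPM in WT and 1.88 ± 1.92 CPM in L skin, a log2 fold change of 4.67 (standard error 1.51, adjusted p = 0.0357). Its counts were 117, 34, 203 and 5 in the L libraries and 5, 0 and 4 in the WT libraries, so that 3 of the 4 L libraries lay above every WT library. *Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) was at 0.935 ± 0.565 CPM in WT and 4.89 ± 4.19 CPM in L skin, a log2 fold change of 2.39 (standard error 0.80, adjusted p = 0.0416). With *Xist* expression as a covariate or with no filter on low counts, neither *Ifng* (adjusted p from 0.0123 to 0.0707 over the settings tried) nor *Tnf* (adjusted p from 0.00219 to 0.0747) passed the threshold, and *Tnf* did not pass with L and WT skin fitted alone (adjusted p = 0.0570). Of 9 fits that each left out one library, *Ifng* passed in 4 (adjusted p up to 0.102) and *Tnf* in 2 (adjusted p up to 0.112). The *Xist* covariate sets NL replicate 3 and L replicate 6 apart from the other skin libraries and does not test sex. Among the 17 cytokine genes of Figure 2F, 7 were higher and 3 lower in L skin, 4 did not pass the threshold and 3 were left out by edgeR's filter on low counts.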

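Of the 20 IFN-stimulated genes of Supplementary Figure S2B, 8 were higher in L than in WT skin at an adjusted p under 0.05 from edgeR's test and none was lower. Of the 8 pattern recognition receptors, 1 was higher and none lower. *Oas2* (ENSMUSG00000032690) had a log2 fold change of 2.11 (adjusted p = 0.0128). *Oas3* (ENSMUSG00000032661) had 1.78 and lay at the threshold (adjusted p = 0.0519), and it passed in 8 of 18 alternatives, 4 of them among the 9 fits that each left out one library, with adjusted p from 0.00500 (DESeq2) to 0.1499. *Gbp2* (ENSMUSG00000028270), *Ifi44* (ENSMUSG00000028037) and the receptor gene *Zbp1* (ENSMUSG00000027514) had log2 fold changes of 1.48, 1.34 and 1.26 and did not pass (adjusted p = 0.0753, 0.0955 and 0.0850). With DESeq2 these 3 genes passed (adjusted p = 0.0136, 0.0277 and 0.0277), and over the alternatives that keep every library their adjusted p ranged up to 0.168, 0.192 and 0.166. *Irf1*, *Usp18* and the receptor gene *Tlr9*, where the paper marks no change, also passed with DESeq2 (adjusted p = 0.00937, 0.0305 and 0.0493). In edgeR's test they did not (log2 fold changes of 1.29, 0.89 and 0.82, adjusted p = 0.0514, 0.0577 and 0.0682). *Mx1* (ENSMUSG00000000386) and *Oasl2* (ENSMUSG00000029561) had log2 fold changes of 1.19 and 1.08 and passed under no alternative (adjusted p = 0.156 and 0.147, in ranges of 0.0829 to 0.322 and 0.0745 to 0.340 over all of them). Over the 95 genes of Figure 2E–H and Supplementary Figure S2B, 50 passed the threshold when p was adjusted over all tested genes and 55 when it was adjusted over the 95 genes alone. These genes were shown by the paper for the same libraries, so that count shows no stability. From the up-regulated genes of Supplementary Figure S2B, the paper states that the cutaneous lesions carry an IFN signature.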

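*Cd4* (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) was at 8.59 ± 3.25 CPM (SD, n = 4) in L and 2.37 ± 0.925 CPM (SD, n = 3) in WT skin, a log2 fold change of 1.86 (standard error 0.40, adjusted p = 0.00639 from edgeR's test). *Cd8a* (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) was at 7.93 ± 5.30 CPM in L and 0.273 ± 0.171 CPM in WT skin, a log2 fold change of 4.85 (standard error 1.11, adjusted p = 0.00899). For both genes every L library lay above every WT library. *Cd69* (ENSMUSG00000030156, chromosome 6 from 129267325 to 129275436) was at 2.26 ± 1.05 CPM in L and 1.00 ± 0.218 CPM in WT skin, and 3 of the 4 L libraries lay above every WT library. Its log2 fold change was 1.18 (standard error 0.41, adjusted p = 0.0438). It fell below the threshold with no filter on low counts (adjusted p = 0.0573), with L and WT skin fitted alone (adjusted p = 0.0738) and with *Xist* expression as a covariate (adjusted p = 0.0675), in a range of 0.0219 to 0.0738. It passed in 1 of 9 fits that each left out one library (adjusted p up to 0.134).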

T cell markers *Cd4* and *Cd8a* and the T cell activation marker *Cd69* were significantly up‐regulated in lesional skin (Figure 2G). 

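*Gzma* (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) rose from 0.205 ± 0.316 CPM (SD, n = 3) in WT to 3.89 ± 2.46 CPM (SD, n = 4) in L skin, a log2 fold change of 4.25 (standard error 1.23, adjusted p = 0.0237 from edgeR's test). With no filter on low counts its adjusted p was 0.0512, the highest in a range that started at 0.0195, and it passed in 7 of 9 fits that each left out one library. *Gzmb* (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) rose from 0.143 ± 0.00576 to 6.15 ± 3.54 CPM, a log2 fold change of 5.41 (standard error 0.85, adjusted p = 0.00153). It had 6 counts in each WT library and between 154 and 488 in the L libraries. Every L library lay above every WT library for both genes. *Gzmc* (ENSMUSG00000079186) and *Gzmk* (ENSMUSG00000042385) had log2 fold changes of 1.97 and 6.32 with adjusted p = 0.124 and 0.0621. Both passed with DESeq2 (adjusted p = 0.0484 and 0.0322), in ranges that reached 0.208 and 0.109, or 0.289 and 0.117 without one library.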

Granzymes, including *Gzma* and *Gzmb*, were enriched in lesional skin, reflective of a cytotoxic T cell response (Figure 2H). Because murine lesions were mostly located on the face and marked by hair loss and chronicity, we next explored the transcriptional overlap with human DLE lesions using our previously published dataset of 47 patients.^18^ Here, we saw a total of 1,519 genes overlapping in DLE and lesional *Ifnk* TG skin (Figure 2I), which were characterized by common upstream regulators such as TNF, IFNγ, IFNα, STAT1, interleukin (IL)‐1β, and stimulator of IFN genes, reflecting strong molecular similarity between lesional *Ifnk* TG skin and DLE (Figure 2J). Pathway analysis revealed enrichment in IFN signaling, T cell activation, and immune cell crosstalk (Figure 2K), all hallmarks of CLE. Together, the transcriptional signature of lesional *Ifnk* TG skin is CLE‐like, shares substantial overlap with human CLE, and suggests IFNκ promotes T cell activation and inflammatory cytokine production.

**Figure 2:**
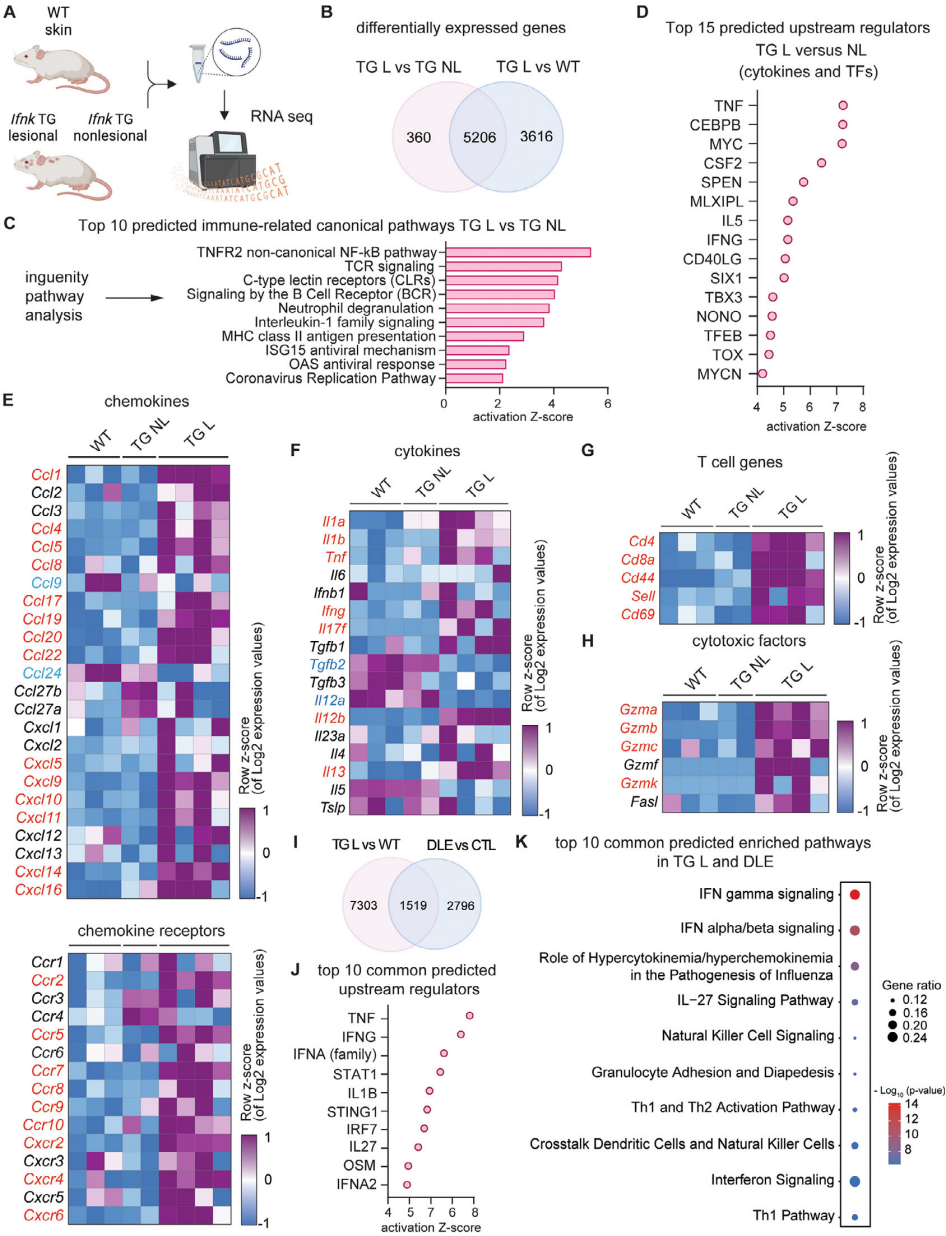
Transcriptional overlap of skin lesions in *Ifnk* TG mice with human cutaneous lupus erythematosus. (A) Experimental approach using 12‐month‐old WT and *Ifnk* TG mice. (B) Differentially expressed genes (DEGs) between *Ifnk* TG nonlesional (TG NL) and TG lesional (TG L) skin compared to wild‐type (WT). (C) Bar plot representation of the top 10 predicted activated immune‐related canonical pathways enriched among DEGs in *Ifnk* TG L skin versus *Ifnk* TG NL skin. (D) Dot plot of the top 15 predicted upstream regulators (cytokines and transcription factors) enriched in DEGs in *Ifnk* TG L skin versus *Ifnk* TG NL skin. (E–H) Heatmaps of selected genes for chemokines and (E) chemokine receptors, (F) cytokines, (G) T cell–related genes, and (H) cytotoxic factors. Red‐colored font indicates significant up‐regulation in *Ifnk* TG L versus WT, whereas blue‐colored font indicates significant down‐regulation in *Ifnk* TG L versus WT. (I) Number of shared and distinct DEGs in *Ifnk* TG L skin versus WT with human DLE versus CTL skin. (J) Dot plot showing activation Z‐scores of the top 10 predicted upstream regulators enriched in common DEGs. (K) Bar plot showing top 10 predicted activated pathways enriched among shared DEGs between *Ifnk* TG L versus WT and DLE versus CTL skin. CTL, control; DLE, discoid lupus erythematosus; IFN, interferon; IL, interleukin; ISG, IFN‐stimulated gene; MHC, major histocompatibility complex; OAS, 2′,5′‐oligoadenylate synthetase; RNA seq, RNA sequencing; TCR, T cell receptor; TF, transcription factor; TG, transgenic; TNFR, tumor necrosis factor receptor; WT, wild‐type.

### CLE‐like lesions characterized by myeloid and T cell infiltration

To characterize the cellular infiltrate in lesional *Ifnk* TG skin, we performed XCell analysis, an in silico approach that uses validated gene signatures to deduce the underlying cell types in our transcriptional dataset.^19^ 

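XCell scores were not used here. Lists of marker genes for the cell types of Figure 3 and Supplementary Figure S2C, and for other skin tissue, were written by hand before the data were examined. Each of the 20 lists with at least 3 tested genes was tested for L against WT skin with limma's camera, at the preset inter-gene correlation, with adjustment over the 20 lists. The value given for a list is the median log2 fold change of its genes. Of the 20 lists, 7 had an adjusted p under 0.05. With the inter-gene correlation estimated for each list, none of the 20 did. Under that setting even the 11 hair shaft genes, all higher in L skin, had an adjusted p of 0.142. It therefore cannot tell stable from unstable lists here. Short lists of this kind follow the RNA of a cell type per unit of tissue RNA, so that a change in one tissue of the sample moves the share of the others. The 11 hair shaft genes had a median of 12.73 in L against WT skin (adjusted p = 1.50e-23), the 10 skeletal muscle genes -3.90 (adjusted p = 0.00199) and the 8 adipocyte genes -1.92 (adjusted p = 0.0122). The 6 fibroblast genes had a median of -0.38 (adjusted p = 0.404). The body site of the samples is not labelled and may differ between the groups, which bears on all of these lists.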

We observed significant enrichment in T cells with a shift toward CD4^+^ T memory cells with low scores for central memory T cells but high scores for effector memory T (Tem) cells, suggesting mature T cell–driven inflammatory responses in lesional skin (Figure 3A and B). 

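The 8 T cell genes had a median log2 fold change of 1.07 in L against WT skin, with 5 of the 8 higher in L skin (adjusted p = 0.247 from limma's camera). The 8 effector memory T cell genes were all higher, with a median of 1.57 and 6 DEGs among them (adjusted p = 0.00163). The mean log2 CPM of the effector memory list relative to the 9 libraries was 0.82 ± 0.38 (SD, n = 4) in L skin, from 0.25 to 1.07, and -0.73 ± 0.07 (SD, n = 3) in WT skin. The 6 genes of central memory or naive T cells, which bulk RNA cannot tell apart, had a median of 2.21, with 5 higher and 5 DEGs (adjusted p = 0.0958). This list passed in 3 of 20 alternatives, with adjusted p from 0.00887 (DESeq2) to 0.485. Their mean relative to the 9 libraries was 1.12 ± 0.44 (SD, n = 4) in L skin and -0.99 ± 0.10 (SD, n = 3) in WT skin. From the XCell scores, the paper proposes that mature T cells drive inflammatory responses in lesional skin.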

In the myeloid compartment, we observed enrichment for neutrophils, monocytes, and dendritic cells (DCs) but were underpowered to see statistical significance (Supplementary Figure S2C). 

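The 7 neutrophil genes had a median log2 fold change of 1.96 in L against WT skin, with 6 higher (adjusted p = 0.2996 from limma's camera), and the 14 neutrophil granule genes had 1.36, with 9 higher (adjusted p = 0.2996). For the neutrophil list, the mean log2 CPM relative to the 9 libraries was 1.07 ± 1.26 (SD, n = 4) in L skin, from -0.14 to 2.83, and -0.76 ± 0.36 (SD, n = 3) in WT skin. The 6 monocyte genes had a median of 0.38, with 4 higher (adjusted p = 0.421), and their mean in L skin was 0.47 ± 0.98 against -0.11 ± 0.40 in WT skin. The 7 dendritic cell genes had a median of 0.52, with 5 higher (adjusted p = 1.00), and means of 0.22 ± 0.19 in L and -0.08 ± 0.36 in WT skin. The neutrophil list passed the threshold with DESeq2 (adjusted p = 0.0492, in a range up to 1), and the other lists passed under no alternative. Without one library the median of the neutrophil list ran from 0.86 to 3.43 and that of the neutrophil granule list from 0.39 to 1.70.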

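Of the marker lists for keratinocytes (KCs), γδ T cells, regulatory T (Treg) cells, M2 macrophages and eosinophils, those for γδ T cells and M2 macrophages passed the threshold between L and WT skin in limma's camera test, and neither did so under every alternative. The 10 KC genes had a median log2 fold change of 0.55, with 9 higher in L skin (adjusted p = 0.0966). They passed with DESeq2 (adjusted p = 0.0117), with no filter on low counts and without L replicate 7, in a range up to 0.740. In NL against WT skin the same 10 genes were all higher, with a median of 0.73 and 0 DEGs among them (adjusted p = 2.20e-07, or 0.420 with an estimated inter-gene correlation). The 19 keratinization genes were all higher in L than in WT skin, with a median of 3.60 and 18 DEGs (adjusted p = 4.36e-16). The 8 γδ T cell genes, among them those of the dermal and epidermal γδ receptor chains, had a median of -1.05, with 2 higher and 6 DEGs (adjusted p = 0.0380). They passed in 12 of 20 alternatives, 5 of them among the 9 fits that each left out one library, with adjusted p from 0.00777 to 0.661. Their mean log2 CPM relative to the 9 libraries was -0.70 ± 0.38 (SD, n = 4) in L skin and 0.49 ± 0.18 (SD, n = 3) in WT skin. The 6 Treg genes had a median of 1.22, with 5 higher (adjusted p = 0.171), and means of 0.56 ± 0.29 in L and -0.56 ± 0.20 in WT skin. The 8 M2 macrophage genes were all lower, with a median of -1.72 and 2 DEGs (adjusted p = 0.0380), and means of -0.97 ± 1.31 in L and 1.08 ± 0.77 in WT skin. This list passed in 10 of 20 alternatives, 4 of them among the 9 fits that each left out one library, with adjusted p from 0.00187 to 1. The 4 eosinophil genes had a median of 0.26, with 2 higher in L skin (adjusted p = 0.795).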

Lesions also exhibited higher scores for KCs and γδ T cells and reduced scores for Treg cells, M2 macrophages, and eosinophils (Figure 3A and B). Interestingly, scores for B cells, which have recently been appreciated to be enriched in human DLE subtype of CLE,^20^ were enriched in *Ifnk* TG lesional skin (Figure 3A and B). 

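The 7 B cell genes had a median log2 fold change of -0.26 in L against WT skin, with 3 higher in L skin and 1 DEG among them (adjusted p = 1.00 from limma's camera). Their mean log2 CPM relative to the 9 libraries was 0.09 ± 0.50 (SD, n = 4) in L skin and -0.15 ± 0.93 (SD, n = 3) in WT skin. The 8 plasma cell genes had a median of 1.45, with 6 higher and 3 DEGs (adjusted p = 0.419), and means of 0.66 ± 0.83 in L and -0.78 ± 0.58 in WT skin. Neither list passed under any alternative. Figure 3B shows pro B cells, whose list had fewer than 3 tested genes in skin and was not tested. Over the settings that keep every library, the median of the plasma cell list went down to 0.06.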

To confirm the cellular signatures in *Ifnk* TG lesional skin, we performed immunohistochemistry of myeloid marker CD11b, which revealed strong dermal infiltration in lesional skin (Figure 3C and D). Nonlesional skin of *Ifnk* TG mice also showed enrichment of CD11b^+^ cells compared to WT skin (Figure 3C and D), indicating myeloid cell recruitment in nonlesional skin of *Ifnk* TG mice. Interestingly, CD4 T cells were also enriched in nonlesional skin close to basal KCs (Figure 3C and D), in line with our previous observation showing normal‐appearing skin exhibits up‐regulation of genes involved in T cell homing. Skin lesions exhibited significant CD8 T cell enrichment along the dermoepidermal junction (DEJ) and had substantial dermal CD4 T cell infiltrates, in line with human DLE. The CD4 to CD8 ratio was between ~1.5 and ~2.5, which has been reported in human DLE as compared to other subtypes of CLE such as subacute CLE.^21^ Moreover, lesions in *Ifnk* TG mice exhibited signs of immune complex deposition at the DEJ (Figure 3E), an important feature of human CLE.^2^ Nonlesional skin of two‐thirds of *Ifnk* TG mice also had positive staining at the DEJ (Supplementary Figure S2D), in line with the lupus band detectable in nonlesional skin in human SLE.^22^ Together, lesions in *Ifnk* TG mice show strong transcriptional and cellular overlap with human DLE, and nonlesional skin recapitulates findings that are observed in human SLE.

**Figure 3:**
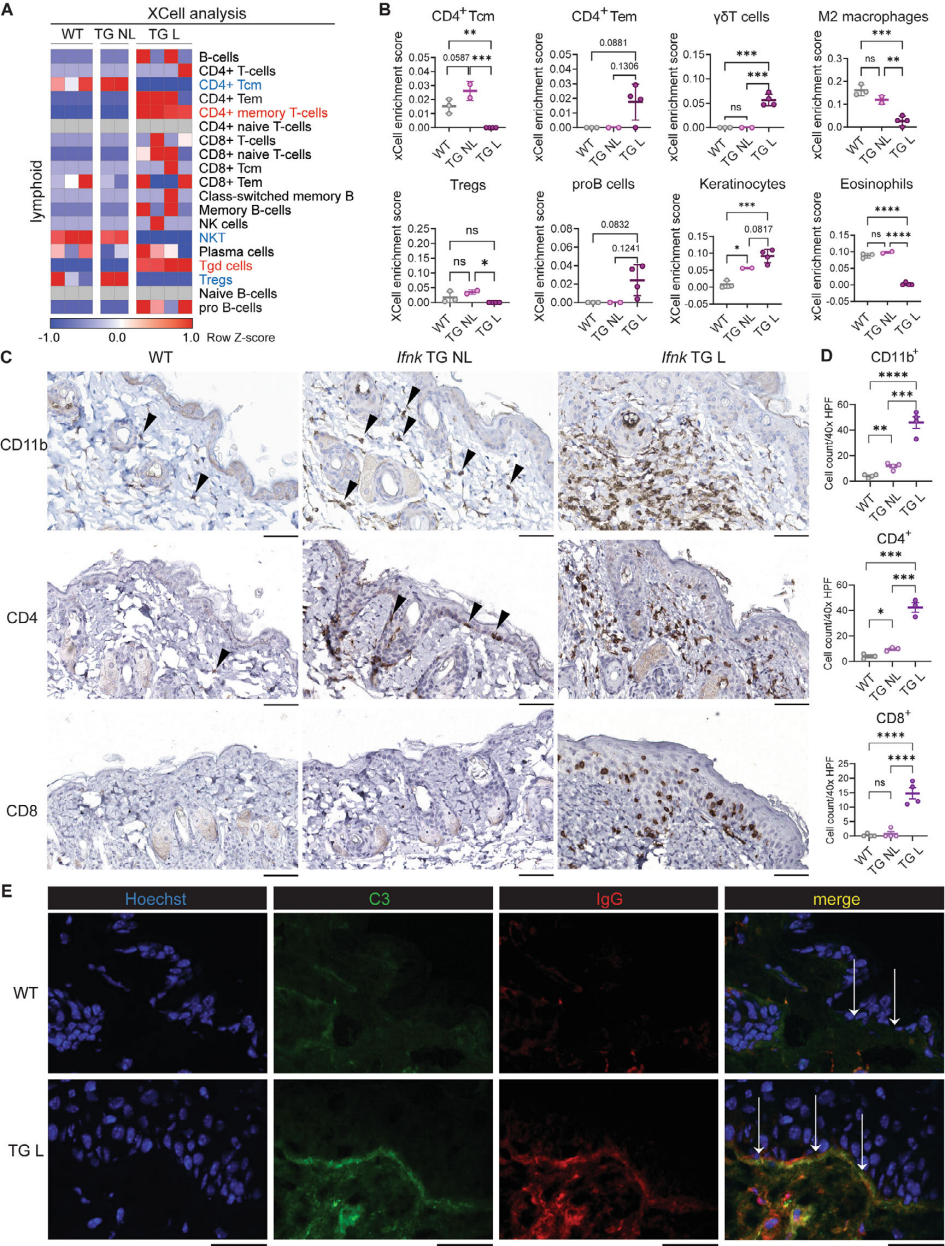
Cutaneous lupus erythematosus–like lesions exhibit myeloid and T cell infiltration. (A) Heatmap of XCell analysis representing XCell‐derived row Z‐scores for lymphoid cell type in WT, *Ifnk* TG NL, and *Ifnk* TG L skin. Red‐colored font indicates significant up‐regulation in *Ifnk* TG L skin versus WT, whereas blue‐colored font indicates significant down‐regulation in *Ifnk* TG L skin versus WT. (B) Scatter plots of XCell scores for CD4^+^ γδ central memory T (Tcm), effector memory T (Tem), cells, M2 macrophages, Treg cells, pro B cells, keratinocytes, and eosinophils. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (C) Representative images of immunohistochemistry of WT, *Ifnk* TG NL, and *Ifnk* TG L skin stained for CD11b, CD4, and CD8. Arrows indicate positive staining in nonlesional skin. Scale, 60 μm. (D) Quantification of cell counts of staining shown in (C) per 40× high‐power field (n = 3 to 4 per staining). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (E) Representative images of immune complex deposition at the dermoepidermal junction zone (arrows) in WT (n = 3) and TG L skin (n = 4) by staining of frozen sections for C3 (green), IgG (red), and Hoechst (blue). Scale, 50 μm. Student's *t*‐test or Mann–Whitney U test. ns, not significant; TG, transgenic; TG L, TG lesional; TG NL, TG nonlesional; WT, wild‐type.

### Systemic inflammation resembling SLE in *Ifnk*‐expressing mice

Hallmarks of SLE include changes in peripheral blood, production of autoantibodies, and potential life‐threatening renal involvement. Therefore, we aimed to characterize systemic immune changes in the *Ifnk* TG versus WT mice over time. We first obtained complete blood count (CBC) levels through submandibular bleedings from mice at 3 and 12 months of age. Importantly, *Ifnk* TG, but not WT, mice exhibited significant decreases of peripheral lymphocyte count and hemoglobin levels (Figure 4A), in line with hematologic abnormalities observed in human SLE.^23^ Blood smears were examined for morphology of lymphocytes and red blood cells (eg, schistocytes, spherocytes), revealing no abnormalities at 3 and 12 months (Supplementary Figure S3A). Strikingly, *Ifnk* TG mice exhibited significantly higher levels of total serum IgG levels and higher anti–double‐stranded DNA (dsDNA) antibodies compared to WT (Figure 4B). Moreover, *Ifnk* TG mice exhibited enlarged SDLNs and increased spleen weights (Figure 4C and D; Supplementary Figure S3B–D), characteristics often observed in human and murine SLE. We then characterized the immunologic landscape of both lymph nodes and spleens of *Ifnk* TG mice by flow cytometry (for gating, see Supplementary Figure S3E–H). Enlarged SDLNs were higher in CD69^+^CD4^+^ and CD8^+^ T cells (Figure 4E). CD44^+^CD62L^−^ Tem cells were also enriched compared to WT (Figure 4E). Furthermore, SDLNs showed significantly higher amounts of double‐negative T cells that showed higher amounts of cells positive for CD69 (Supplementary Figure S3F). Flow cytometry of the spleen showed no increased percentage of CD4^+^, CD8^+^, or double‐negative T cells (Figure 4F), but *Ifnk* TG mice exhibited higher percentages of CD8^+^CD69^+^ and CD8^+^CD44^+^CD62L^−^ Tem cells, whereas these populations had similar percentages in CD4^+^ T cells (Figure 4G). Percentages of B cells were not overall increased in *Ifnk* TG mice compared to WT, but we observed higher rates of switched B cells, in line with increased abundance of autoantibodies (Figure 4H). Investigations of myeloid cells revealed increased total amounts of CD11b^+^Ly6G^−^, CD11b^+^Ly6G^−^Ly6C^+^, and classical DCs (major histocompatibility complex [MHC] II^+^CD11c^+^; Figure 4I; Supplementary Figure S3I). Furthermore, we saw significantly more CD11b^+^Ly6G^−^Ly6C^+^MHCII^+^ cells (Figure 4I), which supports activation and antigen presentation as a phenotype of myeloid cells in *Ifnk* TG mice. We also examined gene expression in the spleen for IFN‐regulated and inflammatory genes and found increased expression of *Isg15*, *Ip10*, and *Mcp1* in *Ifnk* TG mice (Figure 4J; Supplementary Figure S3J), indicative of an IFN‐skewed splenic phenotype. Together, these data support that aged *Ifnk* TG mice develop signs of systemic autoimmunity, indicating that chronic overexpression of epidermal type I IFN contributes to systemic immune responses.

**Figure 4:**
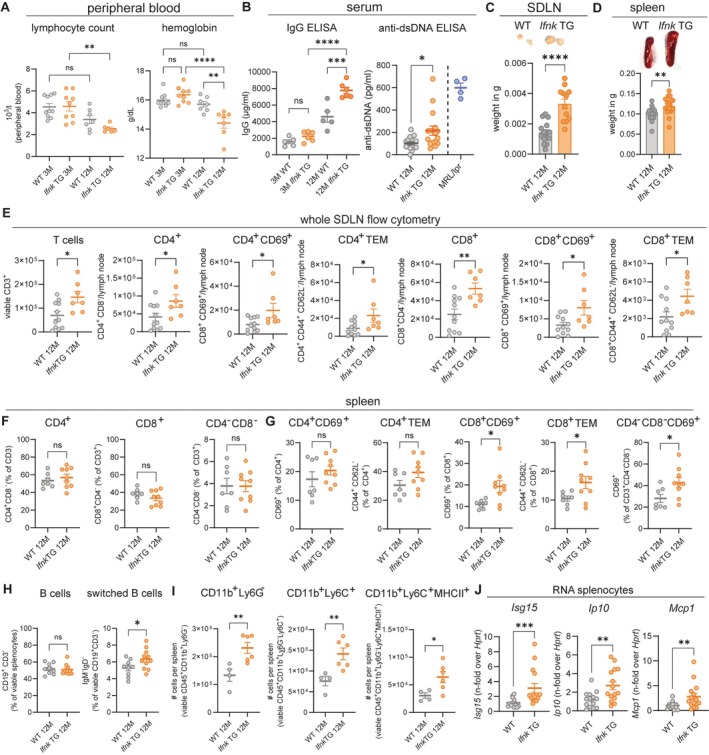
*Ifnk* TG mice exhibit signs of systemic autoimmunity. (A) Amounts of lymphocytes and hemoglobin in young (3 months [3M] of age) and old (12 months [12M] of age) WT and *Ifnk* TG mice (n = 6–9 per group). **P < 0.01; ****P < 0.0001. (B) Serum total IgG (n = 5–6 per group) and anti‐dsDNA antibodies (n = 8–16 per group) with MRL/lpr mice (n = 4) as positive control. *P < 0.05; ***P < 0.001; ****P < 0.0001. Vertical dashed line is dividing MRL/lpr serum (used as a positive control) from the experimental groups.  (C) Representative picture of skin‐draining lymph node (SDLN) and weights/node in WT and *Ifnk* TG mice. ****P < 0.0001. (D) Representative image of spleens and weights in WT and *Ifnk* TG mice. **P < 0.01. (E) Results of total cells per SDLN of WT and *Ifnk* TG mice in spectral flow cytometry. Gating strategies are shown in Supplementary Figure S3. *P < 0.05; **P < 0.01. (F and G) Percentages of T cell subpopulations in spleens of WT and *Ifnk* TG mice. *P < 0.05. (H) Percentages of B cell subsets. *P < 0.05. (I) Total splenic myeloid subsets in WT and *Ifnk* TG mice (n = 4–6 per group). **P < 0.01. (J) Relative expression of *Isg15*, *Ip10*, and *Mcp1* in WT and *Ifnk* TG mice of both sexes, normalized to *Hprt*. Sex‐specific expression of these genes is shown in Supplementary Figure S3J. **P < 0.01; ***P < 0.001. Analysis of variance was followed by (A and B) Sidak's multiple comparisons test and (C–M) Student's *t*‐test/Mann–Whitney U test (n ≥ 3 per experimental condition for WT and *Ifnk* TG mice). dsDNA, double‐stranded DNA; ELISA, enzyme‐linked immunosorbent assay; MHC, major histocompatibility complex; ns, not significant; TEM, effector memory T; TG, transgenic; WT, wild‐type.

### Renal inflammation in *Ifnk* TG mice

Given systemic immune cell activation and dsDNA antibody positivity, we then investigated whether *Ifnk* TG mice develop renal inflammation. Notably, *Ifnk* TG mice did not develop proteinuria (Figure 5A) or glomerular pathology (Figure 5B). Flow cytometry of heparin‐flushed kidneys did not show differences in total CD45^+^ cells, CD11b^+^Ly6G^−^ cells, neutrophils, T cells, or T cell subsets (Figure 5C and D), suggestive of absent renal immune cell infiltration. Kidney sections from WT, *Ifnk* TG, and lupus‐prone NZM2328 mice were examined for glomerular immune complex deposition (Figure 5E). Although the latter exhibited robust IgG and C3 staining, there was no evidence of renal immune complex deposition in WT or *Ifnk* TG mice (Figure 5E and F). These results show that despite signs of systemic autoimmunity, chronically increased epidermal IFNκ is not sufficient to drive activation of renal disease in the BALB/c background.

**Figure 5:**
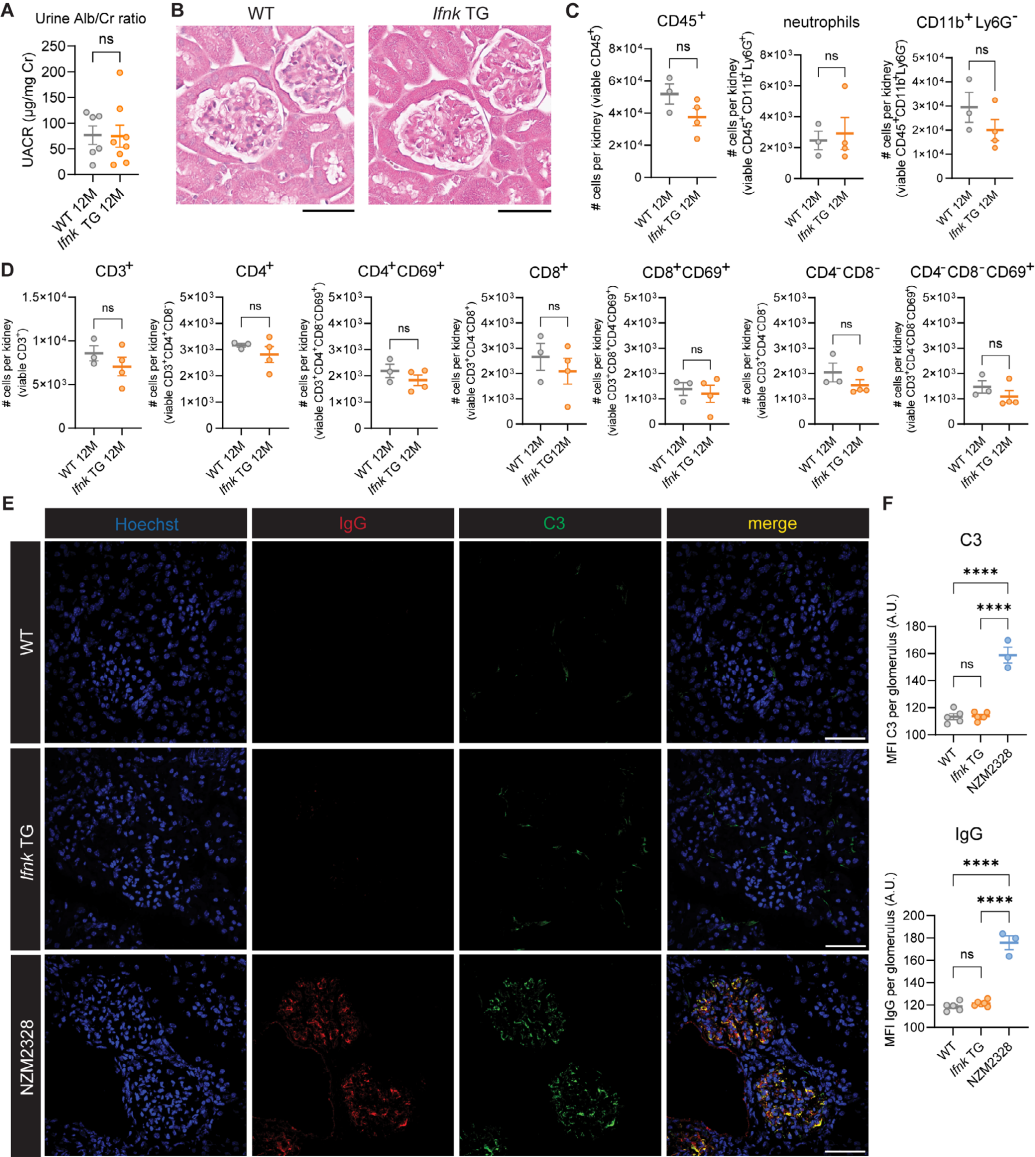
Overexpression of epidermal *Ifnk* does not drive renal inflammation. (A) Urine albumin to creatinine (Alb/Cr) ratio (in micrograms per milligram) in urine obtained from WT and *Ifnk* TG mice at the day of euthanasia (12M). (B) Representative images of hematoxylin and eosin–stained kidneys in WT and *Ifnk* TG mice. Blinded analysis of a renal pathologist revealed no differences in glomerular and interstitial pathology. Scale, 60 μm. (C and D) Flow cytometry of tissue‐resident immune cells in heparin‐perfused kidneys to assess immune cell infiltration via (C) CD45^+^ cells and myeloid cells and (D) T cells and T cell subsets. (E) Representative images of tissue immunofluorescence of frozen sections from heparin‐perfused kidneys from WT, *Ifnk* TG, and NZM2328 mice stained for nuclei (DAPI; blue), IgG (red), and C3 (green). Scale, 50 μm. (F) Mean fluorescence intensity (MFI) of tissue immunofluorescence C3 and IgG in WT (n = 5), *Ifnk* TG (n = 6), and NZM2328 (n = 3) mice. For MFI per glomerulus, average intensity values were obtained after quantification of 10 glomeruli from three different slide locations per mouse. ****P < 0.0001. 12M, 12 months; A.U., arbitrary units; ns, not significant; TG, transgenic; UACR, urine albumin to creatinine; WT, wild‐type.

### Local and systemic T cell responses after UVB treatment in *Ifnk* TG mice

One important feature of human CLE is photosensitivity, characterized by enhanced epidermal cell death and increased inflammatory responses to UV light that can result in systemic inflammation.^2^, ^7^ We previously showed that *Ifnk* TG mice exhibit increased epidermal cell death after short‐term UV treatment.^24^ In murine lupus models, long‐term UV treatment results in a type I IFN–dependent myeloid cell recruitment into the skin, T cell activation, and depletion of regulatory T cells in SDLNs.^25^, ^26^ To see whether *Ifnk* overexpression was sufficient to drive this phenotype, we irradiated WT and *Ifnk* TG mice with long‐term UVB treatment (three times a week for two weeks) and observed for an additional two weeks to allow for immune activation before harvesting skin, SDLNs, peripheral blood, spleens, and kidneys for further analysis (Figure 6A). Neither *Ifnk* TG mice nor WT mice died during this experiment. Notably, *Ifnk* TG mice exhibited enhanced cutaneous severity scores from day 8 to 15 after UV treatment but were able to heal gross skin lesions (Figure 6B and C; Supplementary Figure S4A). Surprisingly, enhanced KC cell death was still noted histologically in *Ifnk* TG mice two weeks after UV treatment was completed, suggesting chronic activation of cell death pathways in *Ifnk* TG mice even after macroscopic lesions had healed (Figure 6D and E), similar to human CLE.^27^ SDLNs were significantly enlarged in UV‐treated *Ifnk* TG versus WT mice (Figure 6F). Bulk RNA sequencing of SDLNs revealed upstream regulators in WT mice involved in cell cycle regulation (ELDR, MYC)^28^, ^29^ and post‐UV immunosuppression (PTGER2),^30^, ^31^ whereas *Ifnk* TG mice had type I/II IFNs as the most significant upstream regulators of transcriptional changes (Figure 6G). Similarly, pathway analysis was significant for IFN signaling in *Ifnk* TG mice; pathways involved in cell cycle were enriched in WT mice, suggesting a chronic IFN‐mediated proinflammatory response in *Ifnk* TG mice versus WT (Figure 6H; Supplementary Figure S4B). 

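Inguinal SDLNs came from mice of 12 weeks of age, with 3 libraries from each of WT and *Ifnk* TG mice with and without UVB. Irradiated mice received 250 mJ/cm2 UVB 3 times a week for 2 weeks and were observed for 2 more weeks. The 12 libraries are separately numbered and labelled as batch 1, and the authors made and deposited their RSEM expected counts as for skin. Between 27599809 and 36428435 counts were assigned to genes per library, with medians of 32672854 in WT without UV, 31944330 in WT with UV, 35033913 in TG without UV and 33905091 in TG with UV. All 12 libraries were fitted together with edgeR over 16173 tested genes. *Ifnk* had 0 counts in each SDLN library, and the limit given for its counts in skin applies here too. In WT mice, 805 genes differed between SDLNs with and without UV at an adjusted p under 0.05, 472 higher and 333 lower after UV. In each of these 805 genes the libraries of the groups did not overlap. Among all tested genes 37.1% were separated in this way, and chance gives 10% for 3 libraries against 3. In *Ifnk* TG mice no gene passed for the same comparison, and 1507 genes had an unadjusted p under 0.05. The difference between the UV responses of the genotypes, tested as an interaction, also gave no gene, with 881 at an unadjusted p under 0.05. The count for WT mice depended on single libraries and ranged from 0 to 2644 over the fits that each left out one library. Among the other settings, a test against a log2 fold change of 1 left 0 genes and fitting the WT libraries alone gave 2431. DESeq2 gave 1972 genes in WT mice, 134 in *Ifnk* TG mice and 5 for the interaction. Genes with separated libraries and the largest increases in WT mice were *Hspa1a* (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156), at least 154-fold higher after UV (adjusted p = 0.0442), *Gm42878* (ENSMUSG00000105340, chromosome 5 from 121518613 to 121545482), at least 6.49-fold higher (adjusted p = 0.0240), and *Hspa1b* (ENSMUSG00000090877, chromosome 17 from 34956436 to 34959238), with a log2 fold change of 6.02 (standard error 1.36, adjusted p = 0.0443). *Hspa1a* and *Hspa1b* are near-identical neighbours, and a single library, WT UV replicate 8, held most of the counts of both. *Hspa1a* passed in 7 of 19 alternatives (adjusted p up to 0.168), *Hspa1b* in 8 of 20 (up to 0.169) and *Gm42878* in 15 of 19 (up to 0.122). Large decreases were those of *Slc4a1* (ENSMUSG00000006574, chromosome 11 from 102348824 to 102366203), at least 14.5-fold lower (adjusted p = 0.0455), and *Meox1* (ENSMUSG00000001493, chromosome 11 from 101877510 to 101894374), from 2.49 ± 1.25 to 0.284 ± 0.0926 CPM (SD, n = 3 each), a log2 fold change of -3.10 (adjusted p = 0.0106). *Slc4a1* passed in 9 of 19 alternatives (adjusted p up to 0.187) and *Meox1* in 19 of 20 (up to 0.0655). The upstream regulators of Figure 6G were predicted with software that was not used here.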

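After UV in *Ifnk* TG mice, the 78 tested genes of Reactome's interferon gamma signaling set had a median log2 fold change of 0.19, with 65 higher (adjusted p = 9.34e-08 from limma's camera over 847 sets). The 12 genes of interferon alpha and beta signaling had a median of 0.13, with 9 higher (adjusted p = 0.0129), and the 26 genes of the ISG15 antiviral mechanism 0.12, with 18 higher (adjusted p = 0.0618, past the threshold in 7 of 22 alternatives). In WT mice the medians of these sets were 0.01, 0.00 and -0.03 (adjusted p = 0.565, 0.787 and 0.360). The changes were small on the scale of single genes, and no IFN gene set member was a DEG in *Ifnk* TG mice. Tested as an interaction, the UV response was higher in *Ifnk* TG than in WT mice for interferon gamma signaling, by a median of 0.14 (51 of 78 genes, adjusted p = 0.00294), and for the ISG15 set, by 0.07 (16 of 26 genes, adjusted p = 0.00125). Of 100 regroupings of the libraries, 23 gave as large a result for the first set and 4 for the second. Without WT no UV replicate 2 the first had an adjusted p of 0.0881, and with an estimated inter-gene correlation both had 0.993. For interferon alpha and beta signaling the median difference was -0.01, with 6 of 12 genes higher (adjusted p = 0.172). Camera's direction for it was higher in *Ifnk* TG mice, and it passed in 2 of 21 alternatives. The interaction was not confined to IFN sets, since 94 of the 847 sets passed, 89 of them as higher in *Ifnk* TG mice. Eukaryotic translation elongation had a median of 0.30 (85 of 87 genes higher, adjusted p = 1.28e-10). After UV in WT mice that set had a median of -0.38, with 1 of 87 genes higher. Without UV, interferon gamma signaling was lower in *Ifnk* TG than in WT mice, with a median of -0.13 and 26 of 78 genes higher (adjusted p = 6.87e-06), and so was the ISG15 set, with -0.07 (adjusted p = 0.00419). The 387 genes of the mitotic cell cycle set rose after UV in WT mice by a median of 0.06, with 226 higher and 28 DEGs (adjusted p = 0.0396). In *Ifnk* TG mice they rose by 0.06, with 246 higher (adjusted p = 0.0592), and the difference between the genotypes had an adjusted p of 0.699. Mitotic prometaphase, with 99 genes, passed in both genotypes, with medians of 0.25 in WT (77 higher, adjusted p = 2.32e-05) and 0.10 in *Ifnk* TG mice (77 higher, adjusted p = 0.00226). In *Ifnk* TG mice it passed in 18 of 22 alternatives. Its interaction did not pass (adjusted p = 0.117), but it did in 4 of 21 alternatives, with adjusted p = 0.0113 with DESeq2 and, among the 3 fits without one library, 0.00101 at the lowest. The set for G2-G2/M phases passed in WT mice (median 0.15, adjusted p = 0.0218) and not in *Ifnk* TG mice (adjusted p = 0.347), and its interaction had an adjusted p of 0.186. Cell cycle checkpoints (adjusted p = 0.989 in WT and 0.592 in TG mice) and metaphase and anaphase (adjusted p = 0.766 and 0.437) passed in neither genotype. The alternative that moved these sets most was an inter-gene correlation estimated for each set, with which interferon gamma signaling in *Ifnk* TG mice had an adjusted p of 0.978, in a range from 1.81e-09 to that value. No set run with the alternatives passed under that setting, so it cannot tell stable from unstable sets. From the IFN pathways in *Ifnk* TG mice and the cell cycle pathways in WT mice, the paper proposes a chronic proinflammatory response mediated by IFN in the SDLNs of *Ifnk* TG mice.

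**Figure D2:**
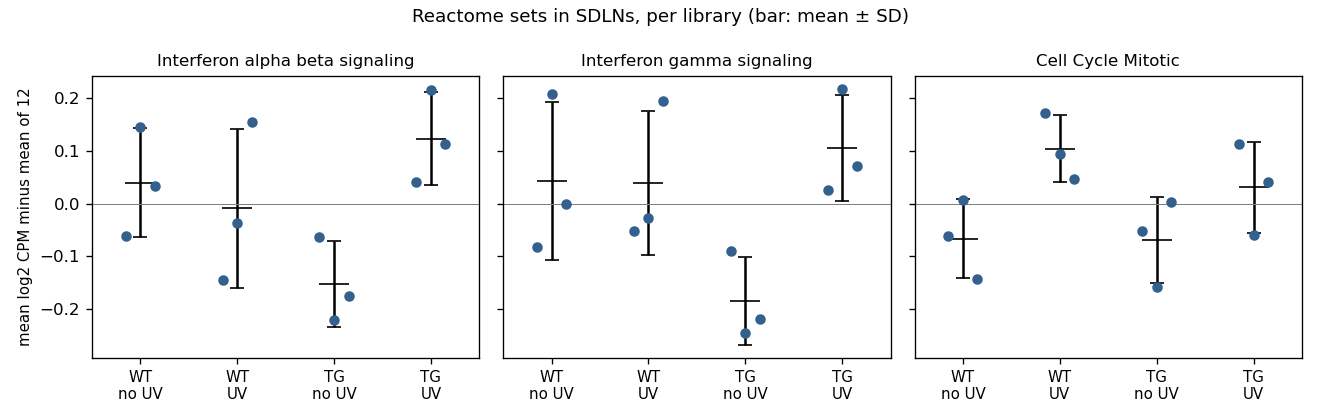
Mean log2 CPM of 3 Reactome sets in each SDLN library (points), given as the difference from the mean of the 12 libraries, with the mean and SD of each group as bars. For both IFN sets the 3 irradiated *Ifnk* TG libraries lie above the 3 unirradiated ones, while the WT groups overlap.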

Given that UV treatments in lupus‐prone mice can trigger systemic immune activation, we then examined systemic response to UV treatment. Evaluation of peripheral blood before and after UV treatment showed a significant reduction of hemoglobin in *Ifnk* TG mice but not in WT (Supplementary Figure S4C). Immunophenotyping of splenocytes assessed by flow cytometry revealed a significant immune activation similar to what was seen in aged *Ifnk* TG mice. This included shifts of naive (CD62L^+^CD44^−^) CD8^+^ T cells toward Tem (CD44^+^CD62L^−^) CD8^+^ cells in *Ifnk* TG versus WT mice after UV treatment (Figure 6I–K). Splenic CD4^+^ T cells showed a similar trend without significance (Figure 6J). Furthermore, *Ifnk* TG double‐negative T cells were enriched in CD69 (Figure 6K). Both female and male *Ifnk* TG mice exhibited this skewing toward effector CD8^+^ T cell responses, indicating this is independent of murine sex differences. Together, these results indicate cutaneous and systemic photosensitive responses in *Ifnk* TG mice and suggest that overproduction of epidermal IFNκ promotes systemic CD8^+^ Tem cell maturation after UVB treatment.

**Figure 6:**
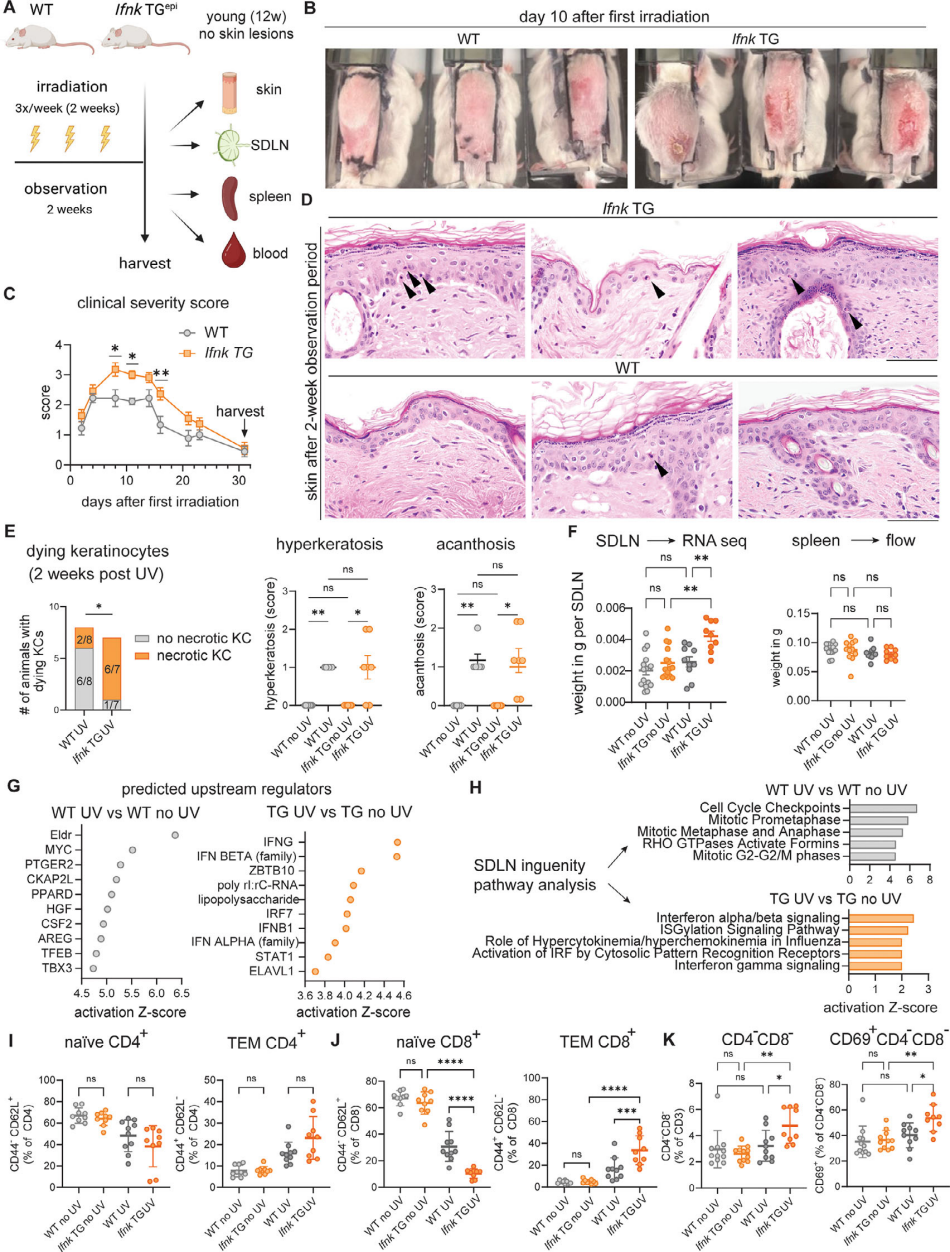
IFNκ promotes photosensitivity and systemic T cell activation in response to UVB in vivo. (A) Experimental procedure for chronic UVB‐induced skin inflammation. (B) Representative images of UV‐induced skin lesions in WT and *Ifnk* TG mice at the last day of irradiation. Note erythema and fissures in *Ifnk* TG mice. (C) Clinical severity score over time of irradiation and observation. *P < 0.05; **P < 0.01. (D) Representative images of hematoxylin and eosin—stained, UV‐irradiated skin at time of harvest (after observation period). Arrowheads indicate apoptotic/necrotic KCs. (E) Number of animals with histologically dying KCs, with Fisher's exact test performed. *P < 0.05; **P < 0.01. (F) Weight per SDLN in WT and *Ifnk* TG mice at baseline and after UVB. **P < 0.01. (G) Dot plot of SDLN bulk RNA sequencing (RNA seq) shows top upstream regulators of UV response enriched in each strain. (H) Bar plot showing the activation Z‐scores of the top five upstream regulators enriched after UV in each strain. (I and J) Splenic naive and TEM (I) CD4^+^ T cells and (J) CD8^+^ T cells before and after UV treatment. ***P < 0.001; ****P < 0.0001. (K) Splenic double‐negative T cells and CD69^+^CD4^−^CD8^−^ cells (n = 7 to 9 per experimental condition). *P < 0.05; **P < 0.01. One‐/two‐way analysis of variance was followed by Sidak's multiple comparisons test. epi, epidermal; IFN, interferon; IRF, IFN regulatory factor; KC, keratinocyte; ns, not significant; SDLN, skin‐draining inguinal lymph node; TEM, effector memory T; TG, transgenic; WT, wild‐type.

## DISCUSSION

Epidermal type I IFN primes the skin for photosensitivity, enhanced UVB‐induced epidermal cell death, resulted in metabolic reprogramming of myeloid cells during innate immune stimulation, and activated DCs.^8^, ^24^, ^32^, ^33^ In this report, we describe a new IFNκ‐induced murine CLE model with features of systemic autoimmunity but absence of renal inflammation. Mice with overexpression of epidermal *Ifnk* develop skin lesions that share morphologic, transcriptional, and cellular overlap with human DLE and exhibited signs of SLE‐like disease. Together, our results provide mechanistic support for recent translational evidence that a type I IFN–rich epidermis results in cutaneous inflammation that can further promote systemic autoimmunity.

Studying CLE in mice has been a challenge. Most evidence of murine CLE is derived from studying mice with SLE features that also develop skin lesions. The MRL/*lpr* model is the most popular with development of skin manifestations in one‐third of animals at three to six months of age, in parallel to kidney inflammation.^34^ This is accompanied by excessive lymphoproliferation and splenomegaly, which often causes death of the animal. The suitability of this mouse model to study CLE is questionable because CLE can occur on its own and progresses into SLE only in 5%–25% of mice. Furthermore, MRL/*lpr* mice do not exhibit robust IFN signatures or show involvement of B cells in lesions, which has been described as a distinct feature of human DLE.^20^ Other murine models include the global PD‐1H (VISTA) knockout mouse, which develops mild cutaneous inflammation at approximately six months of age, together with pericardial calcification, general immune overactivation, and formation of autoantibodies.^35^ Additionally, there are more complicated models requiring deletion of *Tlr9* with ovalbumin (OVA) expression that undergo adoptive T cell transfer with OVA‐specific DO11 T cells into sublethally irradiated mice.^36^

There is mounting evidence for the role of KC dysfunction in both onset and flare of CLE and SLE^4^, ^37^: Epidermal‐specific loss of PPARγ was shown to result in lupus‐like disease characterized by epidermal type I IFN secretion, resulting in immune cell recruitment and B cell activation with production of autoantibodies.^6^ Furthermore, another model investigated epidermal overexpression of female‐biased transcription factor VGLL3, which resulted in onset of a severe lupus‐like rash and systemic B cell expansion.^38^ These models highlight the important role of KCs in promoting systemic immune responses. The role of IFNκ signaling in these models would require additional investigations and crosses to *Ifnk* knockout mice. Our previous work demonstrated that KCs in nonlesional lupus skin chronically up‐regulate type I IFN,^3^, ^8^, ^39^ which we recapitulate with the epidermal‐specific *Ifnk* TG strain. This model has some useful features, including delayed onset of autoimmunity, which provides time to study triggers of immune system activation. Of note, IFNα treatment via adenovirus can drive acceleration of lupus nephritis in lupus‐prone mice,^40^ but IFNκ alone does not drive renal inflammation in our model. This is interesting because it suggests that immune activation (eg, production of autoantibodies) is not sufficient for nephritis. Whether this means that a second hit is required or whether direct type I IFN overexpression in the renal tissues, such as the endothelium or tubular cells, is required remains to be determined. Certainly, something is needed to coax innate immune cells into the kidney to initiate disease. Lupus nephritis onset is associated with markers of monocyte/neutrophil degranulation and macrophage activation in human SLE.^41^ Also, activation of innate lymphoid cells was shown to be critical to result in nephritis in lupus‐prone mice.^42^

Apart from KCs, myeloid cells have been shown to express IFNκ in lupus skin disease.^43^ We did not dissect the role of other cell types expressing IFNκ in our model. Nonlesional skin exhibits up‐regulation of the type I IFN signal only in the epidermis; however, lesional skin likely exhibits a chronic autocrine IFN‐producing loop with contributions from myeloid cells, which has been shown in human CLE.^39^, ^43^ Another possibility for crosstalk with the systemic immune system could be transfer of KC‐derived messenger RNA (mRNA) to Langerhans cells (LCs).^44^ Hence, transfer of *Ifnk* mRNA by LCs from surrounding KCs might promote immune dysregulation in this model. Further studies will elucidate the role of IFNκ in other cell types in lupus skin.

UV‐induced skin inflammation is enhanced in a type I IFN–rich environment.^8^, ^33^, ^39^ Other cytokines that contribute to UV‐induced skin inflammation are IL‐6 and TNFα.^45^, ^46^ The dependency of systemic and cutaneous phenotypes on these cytokines were not assessed in this study. Whether abrogation of type I IFN alone in the skin is sufficient to completely block UV‐induced skin inflammation remains a question for future research. Importantly, KC‐derived production of IFN participates both in local and systemic immune activation after UV treatment. Indeed, lupus‐prone mice exhibit early type I IFN–dependent cutaneous recruitment of myeloid cells after UV.^26^ Furthermore, UV light induces an early type I IFN–dependent migration of inflammatory DCs to SDLNs.^47^ These inflammatory DCs are superior to other DCs for activation of CD4^+^ and CD8^+^ T cells.^48^ We did not observe acceleration of skin lesions in our mice but rather showed that UV light treatment can result in systemic immune activation in an IFNκ‐primed skin environment. We observed enhanced systemic T cell activation even after gross cutaneous lesions had healed. Thus, our data support a role for cutaneous type I IFNs in maintenance of immune activation that could lead to SLE flares, which can be seen after UV treatment.^49^, ^50^

In summary, we describe a new CLE mouse model that recapitulates human CLE lesions and generates systemic immune activation, especially CD8^+^ T cell activation, which can be induced through additional environmental triggers such as UV light. Further research will elucidate the factors that are required for other organ manifestations such as lupus nephritis in mice and humans.

## AUTHOR CONTRIBUTIONS

All authors contributed to at least one of the following manuscript preparation roles: conceptualization AND/OR methodology, software, investigation, formal analysis, data curation, visualization, and validation AND drafting or reviewing/editing the final draft. As corresponding author, Dr Kahlenberg confirms that all authors have provided the final approval of the version to be published and takes responsibility for the affirmations regarding article submission (eg, not under consideration by another journal), the integrity of the data presented, and the statements regarding compliance with institutional review board/Declaration of Helsinki requirements.

## ROLE OF THE STUDY SPONSOR

Eli Lilly, Johnson & Johnson, Bristol Myers Squibb, Sanofi, Prometheus, Almirall, Kyowa‐Kirin, Novartis, AnaptysBio, Boehringer Ingelheim, Regeneron, GSK, AbbVie, and Galderma (support to Dr Gudjonsson), and Q32 Bio, Bristol Myers Squibb, Ventus Therapeutics, ROME Therapeutics, and Johnson & Johnson (support to Dr Kahlenberg) had no role in the study design or in the collection, analysis, or interpretation of the data, the writing of the manuscript, or the decision to submit the manuscript for publication. Publication of this article was not contingent upon approval by Eli Lilly, Johnson & Johnson, Bristol Myers Squibb, Sanofi, Prometheus, Almirall, Kyowa‐Kirin, Novartis, AnaptysBio, Boehringer Ingelheim, Regeneron, GSK, AbbVie, Galderma, Q32 Bio, Ventus Therapeutics, or ROME Therapeutics.

## Supporting information

**Disclosure Form**:

**Data S1** Supporting Information

# Supplementary material for: Epidermal Interferon‐κ Drives Cutaneous Lupus‐Like Lesions, Photosensitivity, and Systemic Autoimmunity In Vivo
**Source:** Arthritis Rheumatol. 2025 Nov 27;78(1):184–97. doi: 10.1002/art.43350
**Supplement:** Supplementary file 1 — Disclosure Form:

# ICMJE DISCLOSURE FORM

Date: 5-29-2025

Your Name: Benjamin Klein, MD

Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice

Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Deborah J. Colesa  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Yiqing Gao  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Patrick O'Brien  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Lin Zhang  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Lori Lowe  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ X I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Kelsey E. McNeely  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Nguyen Thi Kim Nguyen  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Svenja Henning  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Mehrnaz Gharaee-Kermani  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Jeffrey B Hodgin  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Jacob W S Martens  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 05-19-2025  
 Your Name: Johann E. Gudjonsson  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ X I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

Date: 04/28/2025  
 Your Name: Celine C. Berthier  
 Manuscript Title: Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice  
 Manuscript number (if known): ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an “X” next to the following statement to indicate your agreement:

☒\_X\_ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 6/2/2025

**Your Name:** J Michelle Kahlenberg

**Manuscript Title:** Epidermal Interferon kappa drives cutaneous lupus-like lesions, photosensitivity and systemic autoimmunity in mice

**Manuscript Number (if known):** ar-25-0351

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. “Related” means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author’s relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# Supplementary material for: Epidermal Interferon‐κ Drives Cutaneous Lupus‐Like Lesions, Photosensitivity, and Systemic Autoimmunity In Vivo
**Source:** Arthritis Rheumatol. 2025 Nov 27;78(1):184–97. doi: 10.1002/art.43350
**Supplement:** Supplementary file 2 — Data S1 Supporting Information

**Supplementary Material:**

**Figure S1. Supplemental data supporting Fig 1**

**Figure S2. Supplemental data supporting Fig 2-3**

**Figure S3: Supplemental data supporting Fig 4**

**Figure S4: Supplemental data supporting Fig 6**

**Supplemental Table 1**

**Supplemental Methods**

**Figure S1.** **Supplemental data supporting Fig 1**

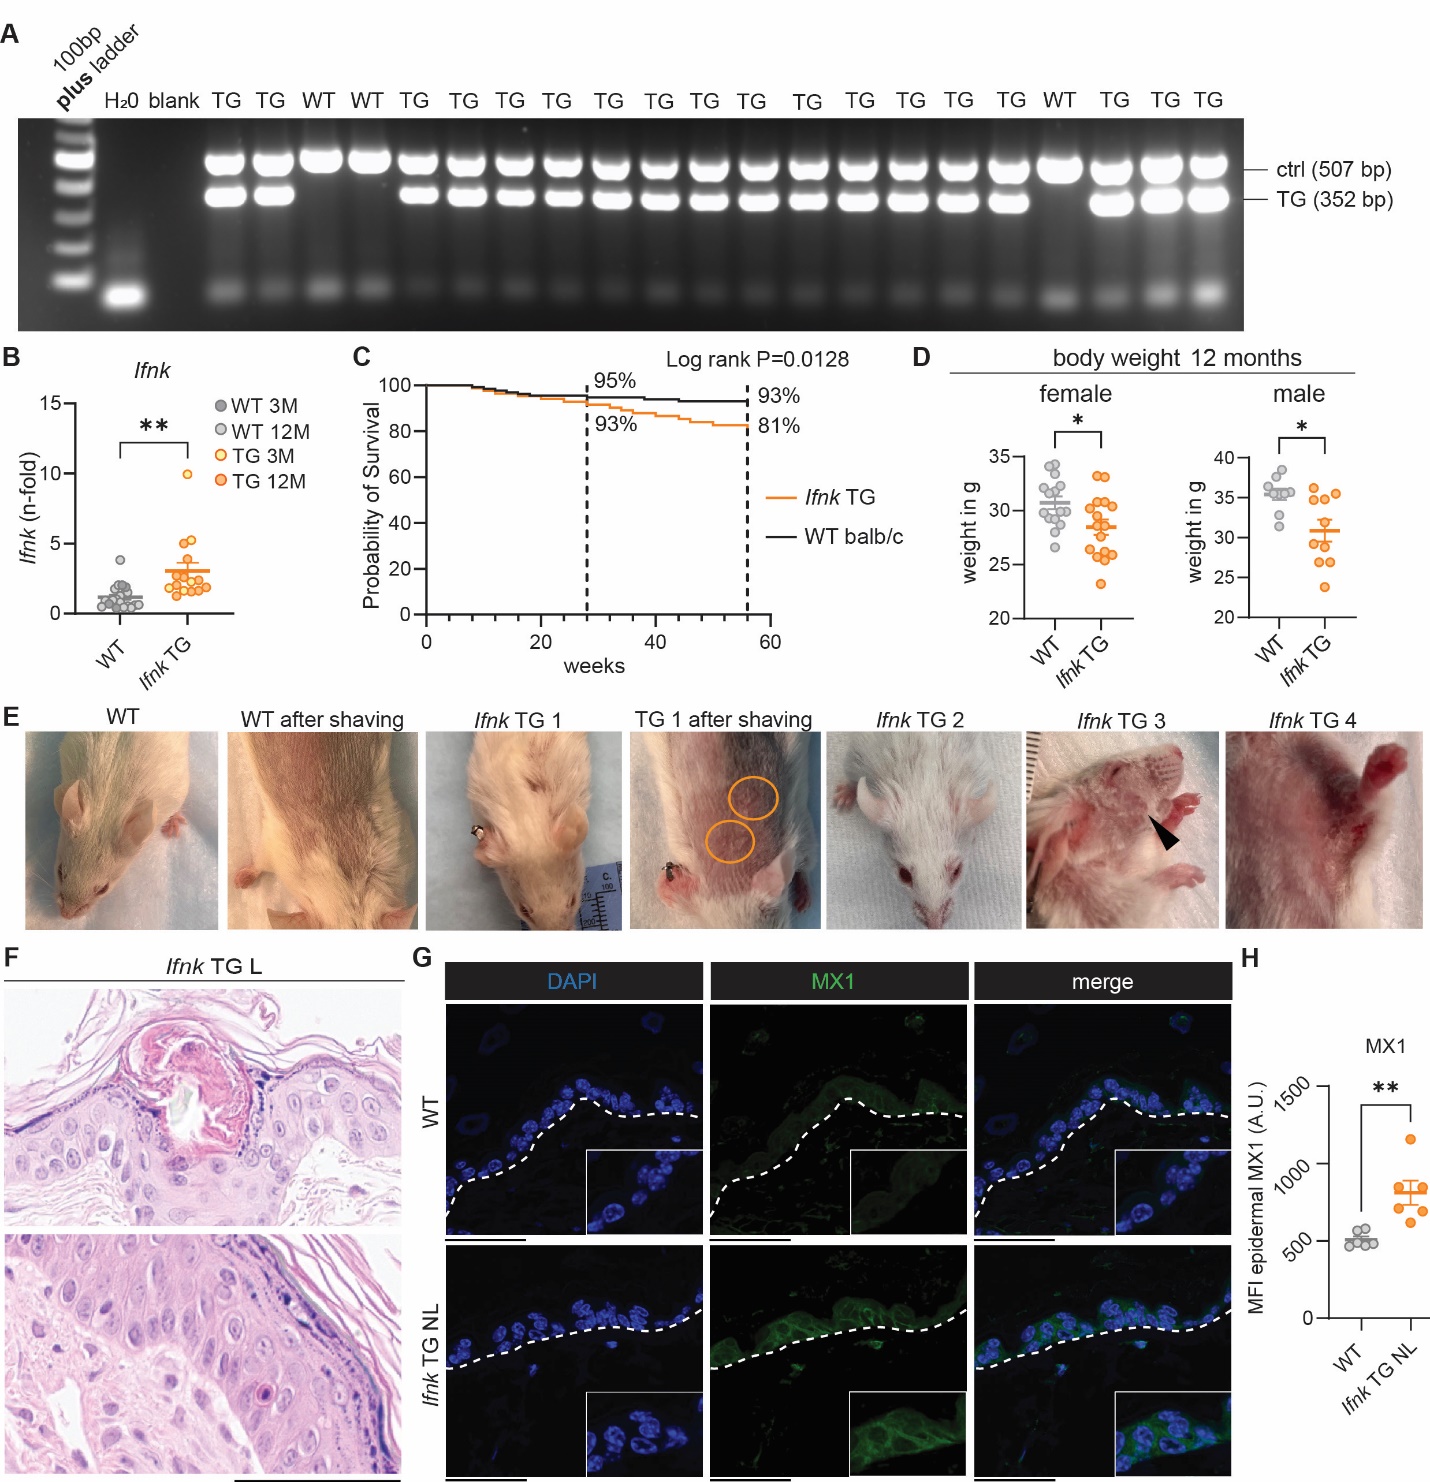

**Figure S1. Supplemental data supporting Fig 1**

**A.** Representative SYBR-stained agarose gel run with PCR-based genotyping results from tail clips or toes from WT and *Ifnk* TG mice. Band at 507 base pairs (bp) indicates the internal control (present in WT and *Ifnk* TG mice) and the band at 352 bp corresponds to the transgene.
**B.** Expression of *Ifnk* in non-lesional skin of WT (n=21) and *Ifnk* TG (n=15) mice. **C.** Survival of WT (n=136) and *Ifnk* TG (n=88) mice over a time course of 56 weeks, Log-rank (Mantel-Cox) test. Dotted lines with percentages of survival are drawn at 28 and 56 weeks. **D.** Comparison of body weights in female (left) and male (right) WT and *Ifnk* TG mice at 12 months of age, n=9-16 per group. **E.** Representative images of WT before and after shaving and different *Ifnk* TG mice before and after shaving. Note scaly plaques on the back of *Ifnk* TG1 after shaving. *Ifnk* TG 2 shows periorbital swelling and erythema. *Ifnk* TG 3 shows a facial erythematous, hairless plaque. *Ifnk* TG 4 exhibits erythematous, hairless plaque in the axillary region. **F.** Representative H&E-stained skin lesions from *Ifnk* TG mice harboring follicular plugging (top) and necrotic epidermal KC (bottom), scale bar=60μm. **G.** Representative immunofluorescence images of WT and *Ifnk* TG nonlesional (NL) skin stained for DAPI (blue) and MX1 (green), scale bar=50μm. Dotted line indicates dermal-epidermal junction and white boxes represent zoomed-in images. **H.** Quantification of epidermal mean fluorescence intensity of MX1 in WT and *Ifnk* TG NL skin (n=6 each). Student’s t-test (B, D), Mann Whitney U test (H). *P<0.05, **P<0.01.

**Figure S2. Supplemental data supporting Figs 2-3.**

**
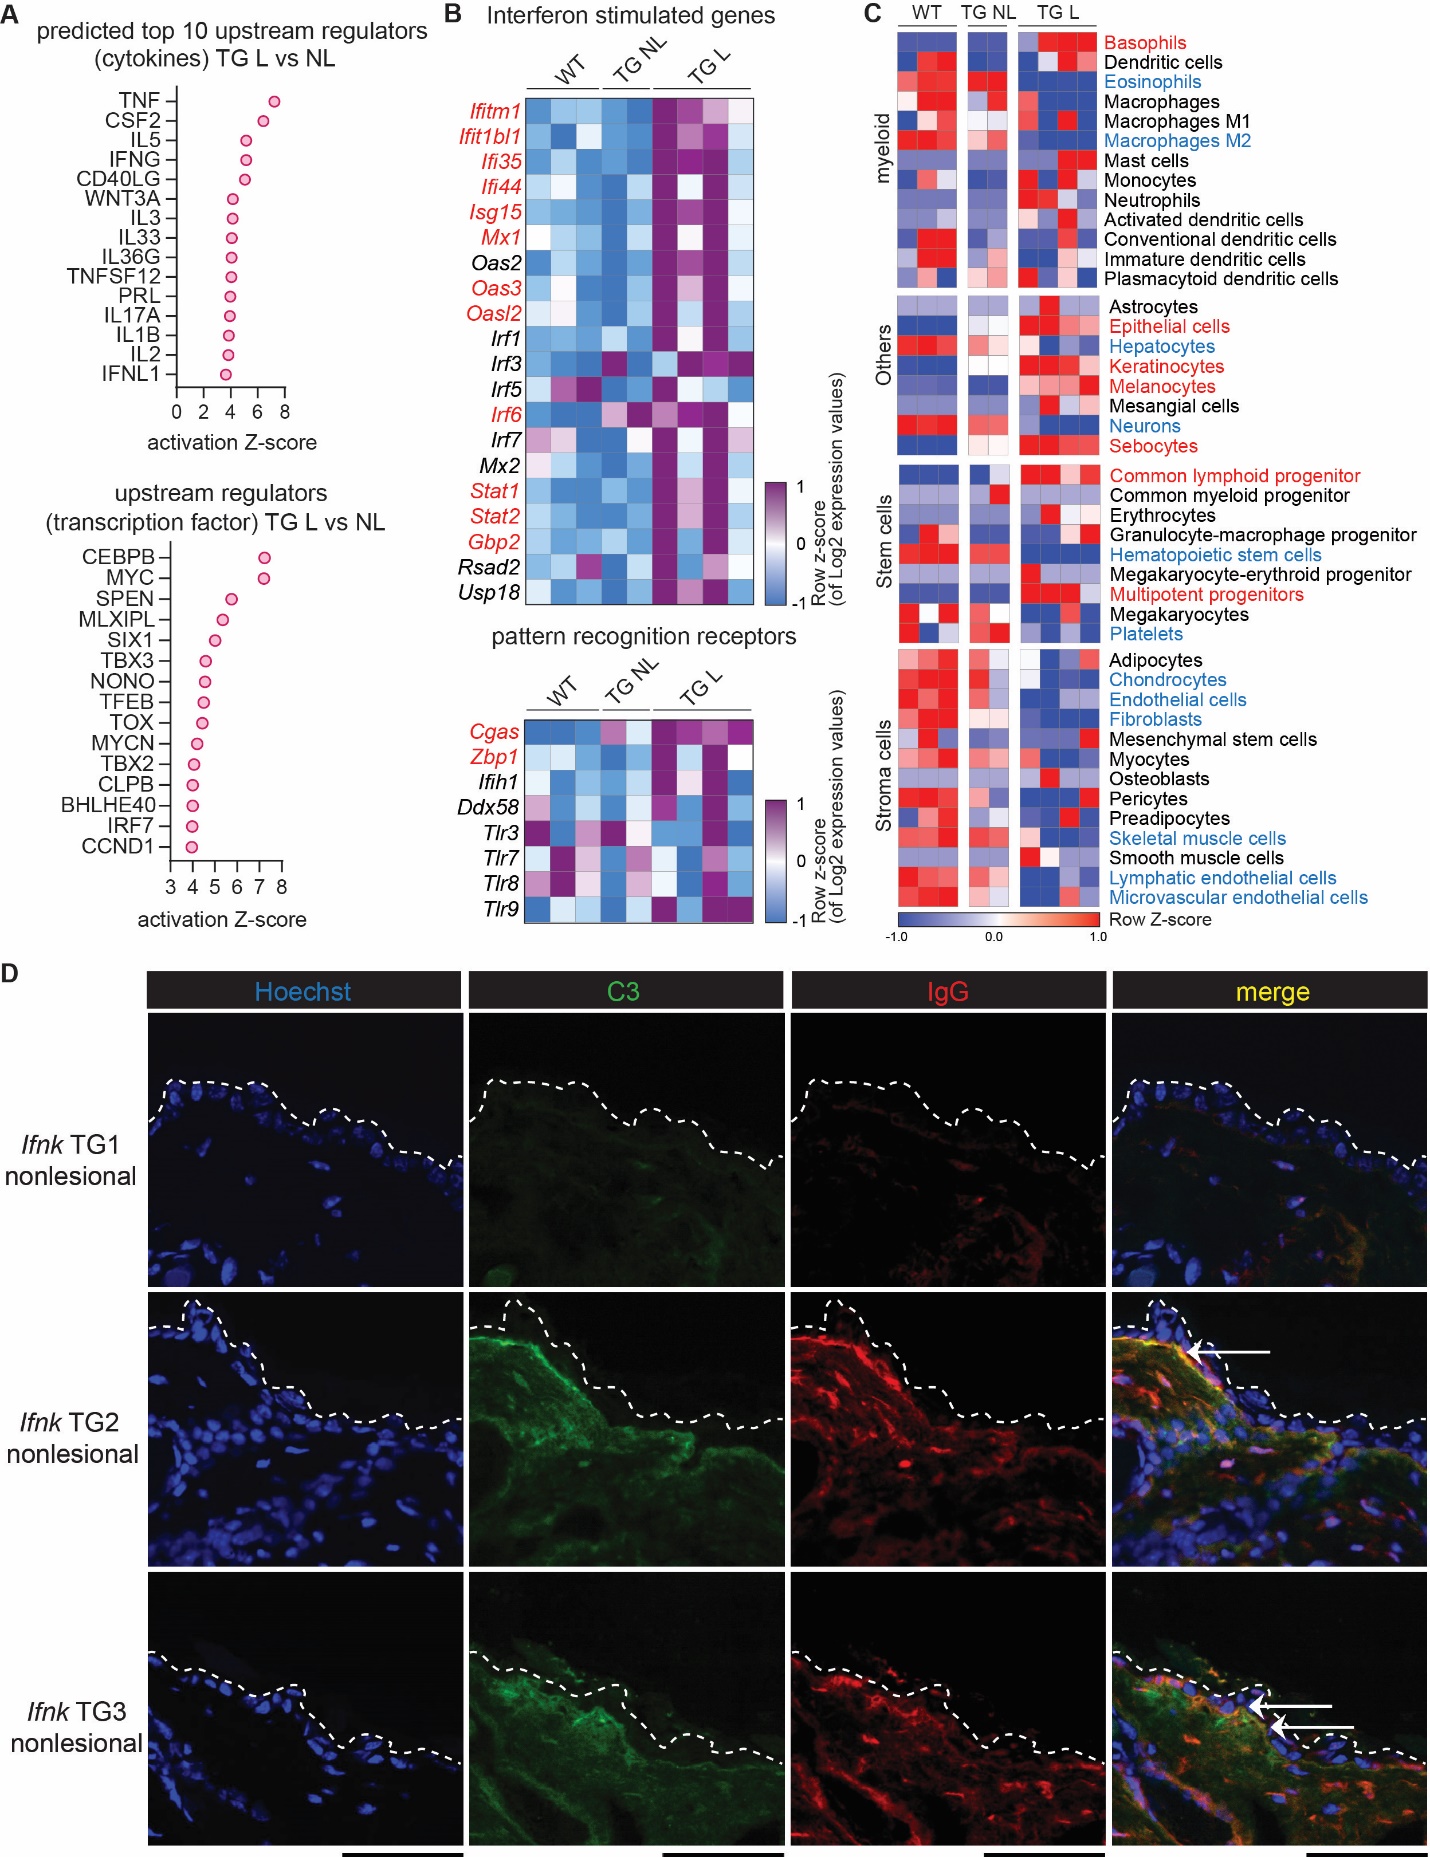
**

**Figure S2. Supplemental data supporting Figs 2-3.**

**A.** Dot plot of the top 20 predicted upstream regulators split by cytokines (left) and transcription factors (right) enriched in DEGs in *Ifnk* TG L skin versus *Ifnk* TG NL skin. **B.** Heatmaps of selected genes with row z-scores of log2 expression values of IFN-stimulated genes and pattern recognition receptors in WT, *Ifnk* TG NL and *Ifnk* TG L skin. Red colored font indicates significant upregulation in *Ifnk* TG lesional skin vs WT, whereas blue colored font indicates significant downregulation in *Ifnk* TG lesional skin vs WT. **C.** Heatmap of XCell analysis representing XCell-derived row Z-scores for myeloid cells, other cell types, stem cells and stromal cells in WT, *Ifnk* TG NL and *Ifnk* TG L skin. **D.** Representative immunofluorescence images of nonlesional skin taken from back skin in *Ifnk* TG mice stained for C3 (green), IgG (red) and nuclei (Hoechst). Dotted line indicates the upper border of the epidermal cell layer. Arrows indicate positive staining at dermal-epidermal junction in TG2 and TG3. Scale bar = 50μm.

**Figure S3: Supplemental data supporting Figure 4.**

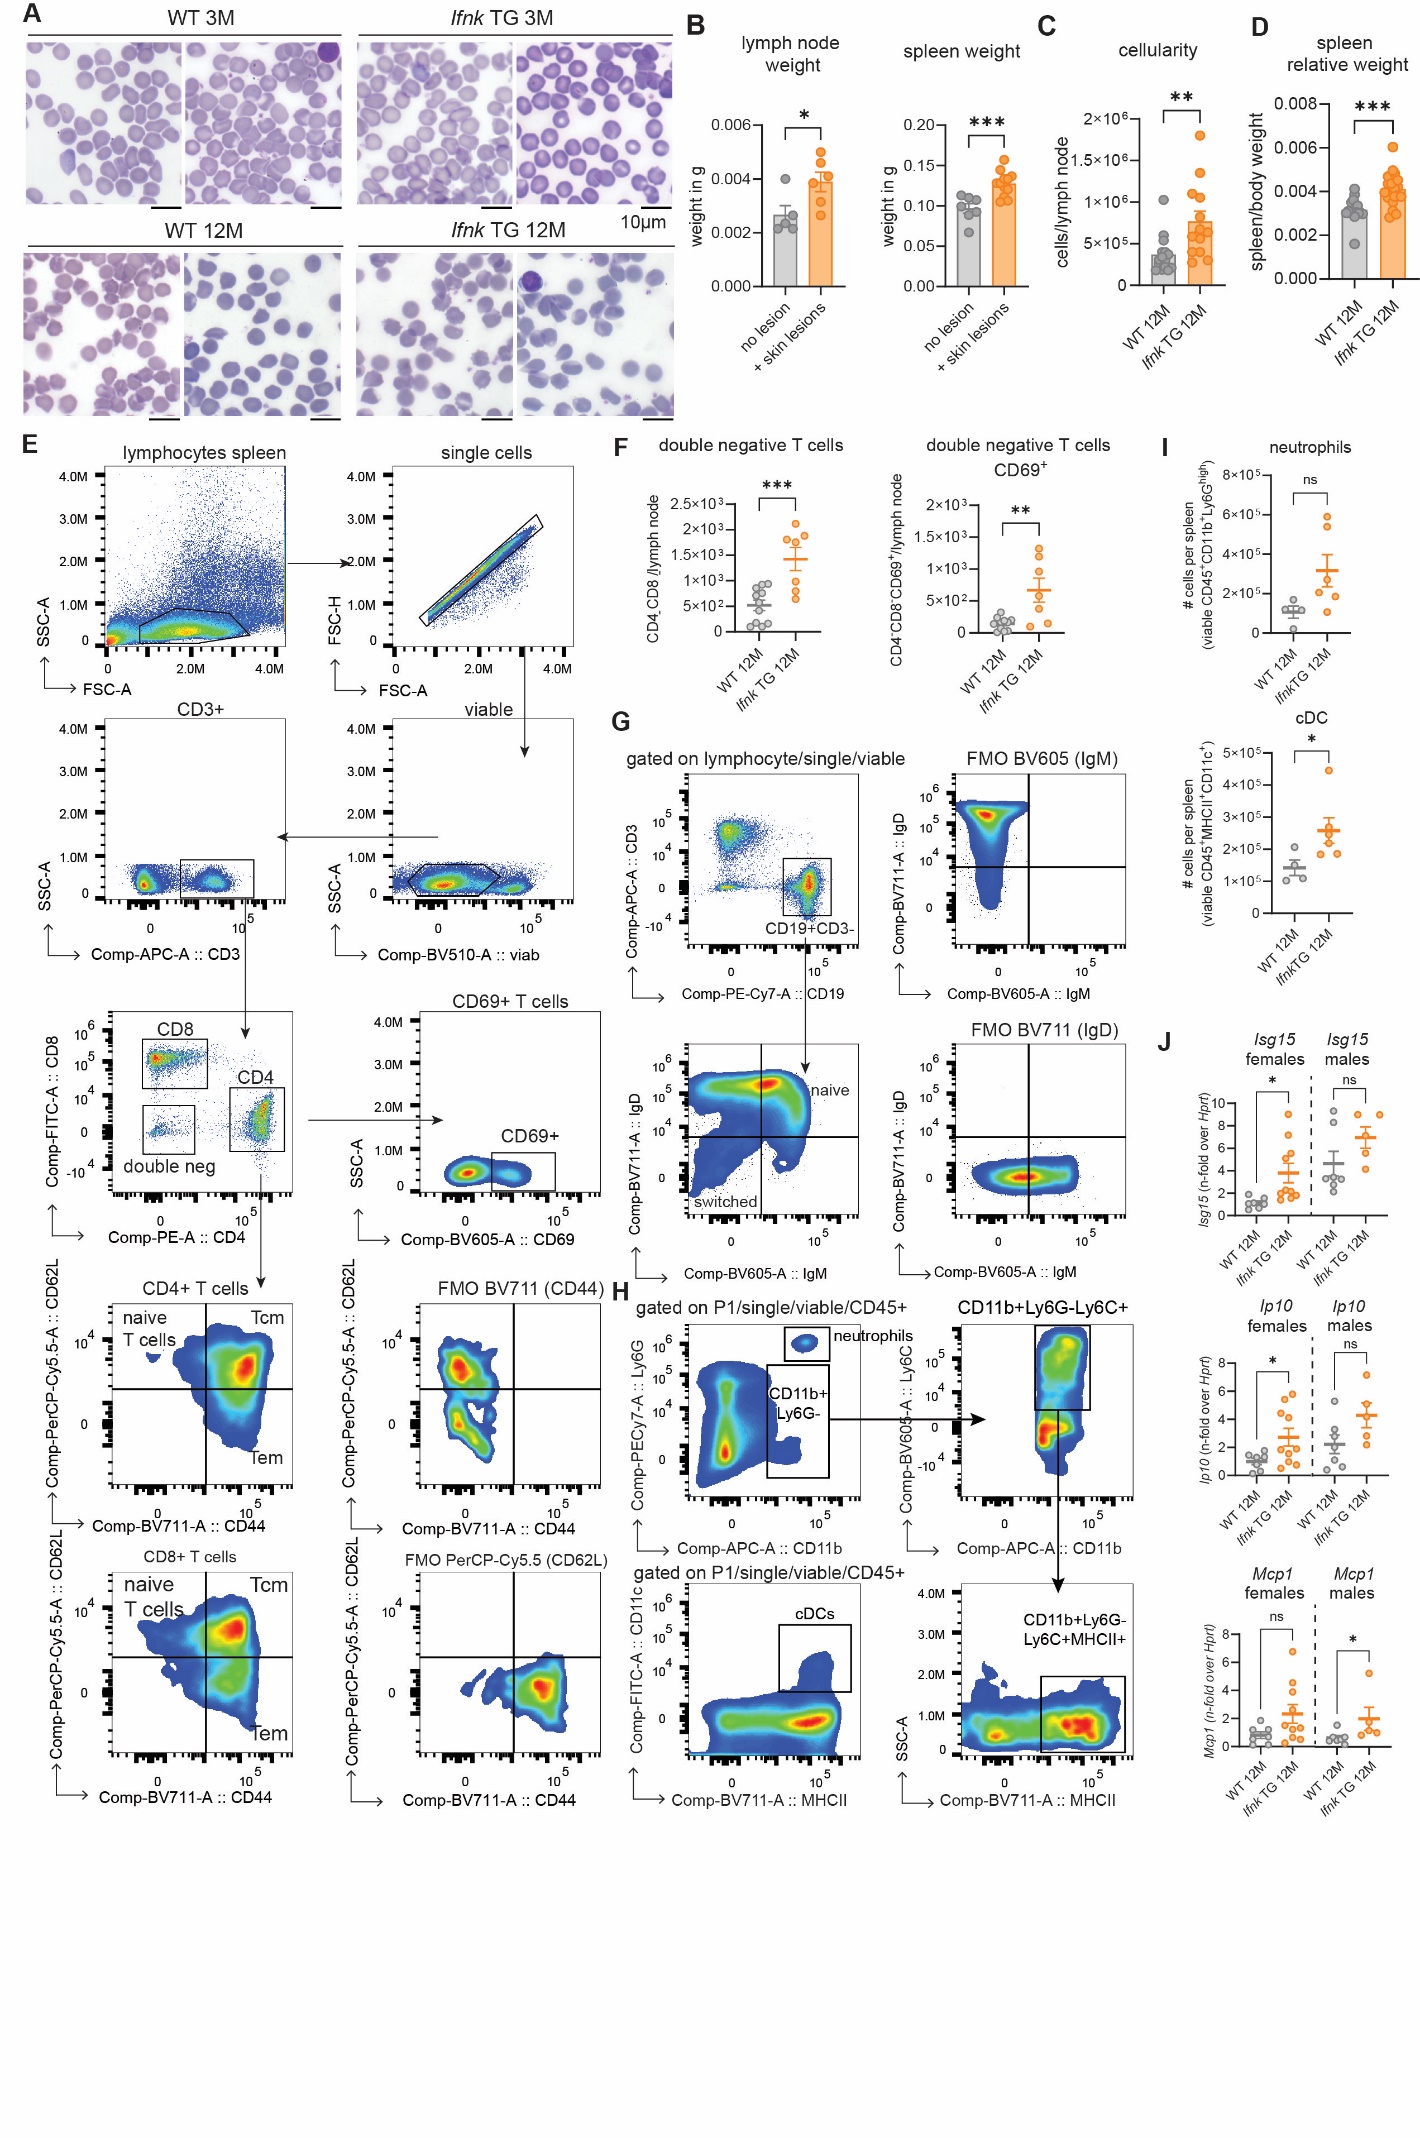

**Figure S3: Supplemental data supporting Figure 4.**

**A.** Representative images of blood smears obtained from peripheral blood from young and aged WT and *Ifnk* TG mice reviewed by an animal pathologist. No evidence of corpuscular hematolytic anemia, schistocytes, spherocytes or other abnormalities in red blood cells. Samples show slight post-collection artifactual changes like echinocyte formation, not pathogenic. No morphological differences in white blood cells. Adequate platelet count in all samples (n=2 for each strain and age), scale bar 10μm. **B.** Comparison of lymph node and spleen weights in *Ifnk* TG mice without lesions (no lesion) or with skin lesions (+ skin lesion). **C.** Bar plot comparing total cell counts in SDLN of WT and *Ifnk* TG mice. **D.** Bar plot comparing spleen weights in WT and *Ifnk* TG mice.
**E.** Gating strategy for T cell panel in splenocytes. T cells were gated using lymphocyte/single/viable/CD3^+^ cells and assessed for expression of CD4 and CD8. Further gating included CD69. Gating of activation markers CD44 and CD62L was based on fluorescence minus one (FMO) controls for both markers. **F.** Scatter plots with comparison of double negative T cells and activated double negative T cells (CD69^+^) in lymph nodes of WT and *Ifnk* TG mice. **G.** Gating strategy for switched B cells based on expression of IgM and IgD using FMO controls for both markers. **H.** Gating strategy for myeloid cells gated on single/viable/CD45^+^. CD45^+^CD11b^+^Ly6G^-^ cells were further gated for expression of Ly6C and MHCII. **I.** Scatter plots compare total splenic neutrophils (CD11b^+^Ly6G^+^) and cDCs (CD11c^+^MHCII^+^) in WT and *Ifnk* TG mice. **J.** Expression of *Isg15*, *Ip10* and *Mcp1* in male and female WT and *Ifnk* TG mice highlighting sex differences in ISG and chemokine expression. Student’s t-test or Mann-Whitney U test. *P<0.05, **P<0.01, ***P<0,001.

**Figure S4: Supplemental data supporting Figure 6:**

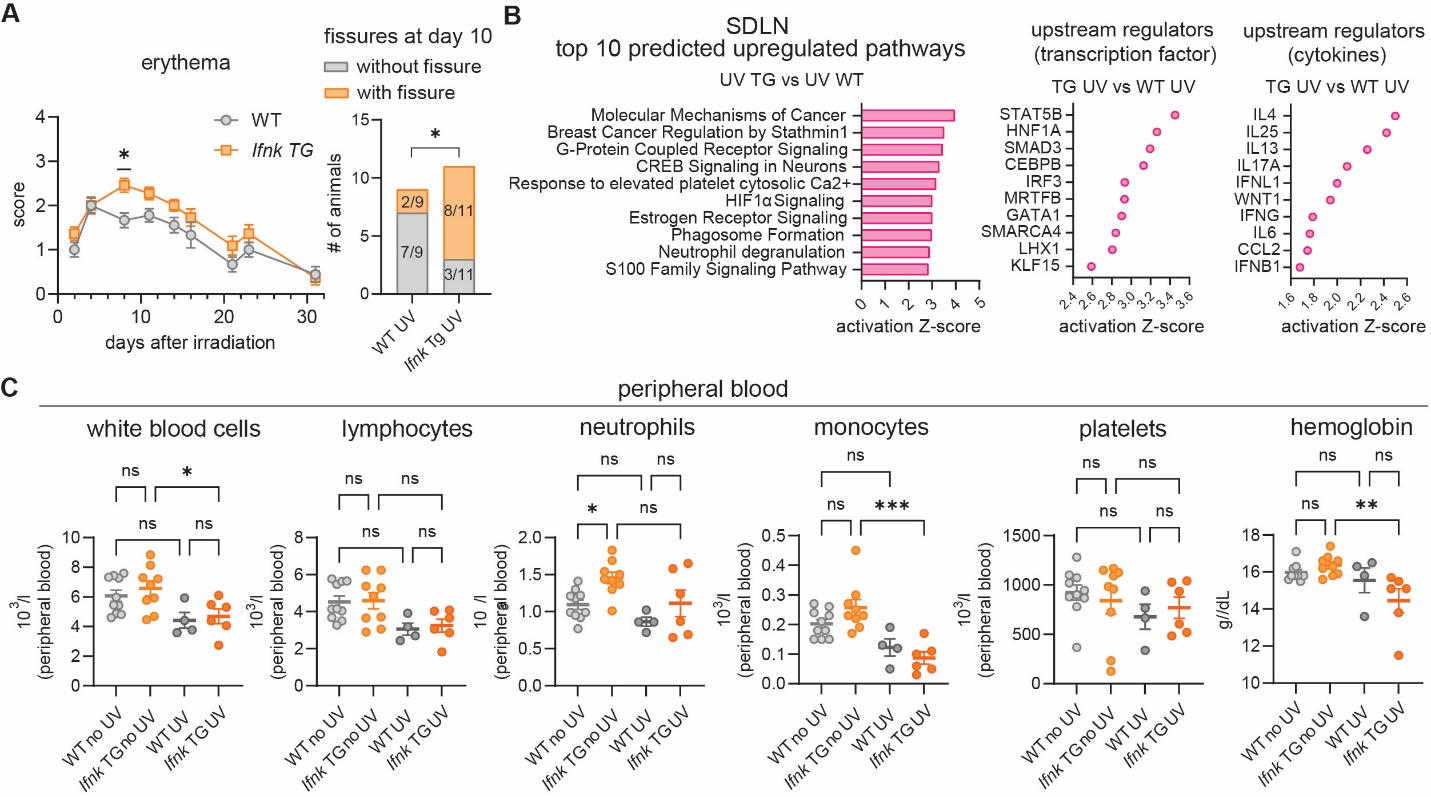

**Figure S4: Supplemental data supporting Figure 6.**

**A.** Erythema over time and comparison of fissures at day 10 after irradiation in WT and *Ifnk* TG mice treated with UV light. Clinical severity score in Fig 5C was based on erythema and presence of fissures. When a fissure was present, one extra point was given for comparison in Fig 5C. Two-way ANOVA followed by Sidak’s multiple comparisons test (left) and Chi^2^ Test. **B.** Left: Bar plots representing the activation Z-scores of the top 10 immune-related pathways enriched among DEGs in SDLN of UVB-treated *Ifnk* TG mice (n=3) vs WT mice (n=3). Middle and right: Dot plots showing the top 10 upstream regulators (middle: transcription factors, right: cytokines) enriched among DEGs in SDLN of UV-treated *Ifnk* TG mice vs WT mice. **C.** Scatter plots compare peripheral blood counts in WT and *Ifnk* TG mice at baseline and after UV exposure (2 weeks after observation period). 

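Between UV-treated *Ifnk* TG and WT SDLNs, with 3 libraries each, no gene had an adjusted p under 0.05 in edgeR's test, and 1131 of the 16173 tested genes had an unadjusted p under 0.05. DESeq2 gave 21 genes and edgeR without a filter on low counts gave 1. With UV, the libraries of the genotypes did not overlap in 9.71% of the tested genes, where chance gives 10%. Without UV there was also no gene past the threshold between the genotypes, with 549 at an unadjusted p under 0.05. Interferon gamma signaling had a median log2 fold change of 0.02 between the UV-treated groups, with 44 of its 78 genes higher in *Ifnk* TG mice (adjusted p = 0.897 from limma's camera). For the ISG15 antiviral mechanism it was 0.02, with 15 of 26 genes higher (adjusted p = 0.131). Mitotic prometaphase was lower in *Ifnk* TG mice, with a median of -0.10 and 26 of 99 genes higher (adjusted p = 0.00575), and with an estimated inter-gene correlation it no longer passed (adjusted p = 0.999, in a range that started at 8.56e-05). It passed in 10 of 12 fits that each left out one library. No set run with the alternatives passed with an estimated correlation, so that setting cannot tell stable from unstable sets.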

One-way ANOVA followed by Sidak’s multiple comparisons test. n=4-10 per group. *P<0.05, **P<0.01, ***P<0,001.

**Supplemental Table 1: Antibodies used for flow cytometry and tissue staining**

| **Antibody** | **Source** | **Identifier** |
| --- | --- | --- |
| TruStain FcX (anti-mouse CD16/32) | Biolegend | #101320 |
| Brilliant Violet 510 Ghost Dye | Cytek Biosciences | #13-0870-T100 |
| Brilliant Violet 605 anti-mouse Ly6C Clone HK1.4 | Biolegend | #128036 |
| Brilliant Violet 711 anti-mouse I-A/I-E | Biolegend | #107643 |
| PerCP anti-mouse CD45 | Biolegend | #103130 |
| PE/Cyanine7 anti-mouse Ly-6G | Biolegend | #127618 |
| FITC anti-mouse CD11c | Biolegend | #117306 |
| APC anti-mouse/human CD11b (M1/70) | Biolegend | #101212 |
| APC anti-mouse CD3 (17A2) | Biolegend | #100236 |
| FITC anti-mouse CD8a | Biolegend | #100706 |
| PerCP/Cyanine5.5 anti-mouse CD62L | Biolegend | #104432 |
| PE anti-mouse CD4 Antibody anti-CD4 - RM4-5 | Biolegend | #100512 |
| BV605 anti-mouse CD69 Clone H1.2F3 | Biolegend | #104530 |
| Brilliant Violet 711 anti-mouse CD44 | Biolegend | #103057 |
| PE anti mouse CD45R/B220 | Biolegend | #103208 |
| Brilliant Violet 605 anti-mouse IgM | Biolegend | #406523 |
| Brilliant Violet 711 anti-mouse IgD | Biolegend | #405731 |
| PE/Cyanine7 anti-mouse CD19 | Biolegend | #115520 |
| Rabbit anti-CD4 [EPR19514] | Abcam | ab183685 |
| Rabbit anti-CD8 [EPR21769] | Abcam | ab217344 |
| Rabbit anti-MX1 (D3W71) | Cell signaling | #37849 |
| Goat anti-mouse IgG Texas Red | Invitrogen | T-862 |
| Goat anti-Mouse C3 - FITC Conjugated | ICL | GC3-90F-Z |

**Supplemental Table 2. Mouse primers**

| **Gene** | **Forward sequence 5’ 3’** | **Reverse Sequence 5’ 3’** |
| --- | --- | --- |
| *Isg15* | CAGAAGCAGACTCCTTAATTC | AGACCTCATATATGTTGCTGTG |
| *Ip10* | ATCATCCCTGCGAGCCTAT | ATTCTTGCTTCGGCAGTTAC |
| *Mcp1* | AGGTCCCTGTCATGCTTCTG | TCTGGACCCATTCCTTCTTG |
| *Hprt* | GAGAGCGTTGGGCTTACCTC | CTAATCACGACGCTGGGACT |

**Supplemental Methods:**

**Harvest procedure:**

Mice at their specified timepoint (3 months, 4 weeks post UV-B and 12months) were anesthetized with an intraperitoneal injection of sodium pentobarbital (either 100 mg/kg or 125 mg/kg). In complete absence of a pain response, the abdominal cavity was opened and the spleen removed, measured, weighed and cut into sections for flow cytometry, RNA extraction, and histology. Before kidney removal, the kidneys were flushed with heparin (60mg dissolved in 300mL PBS), via a cardiac puncture of the beating heart, until they turned pale and were void of blood. One kidney was used for flow cytometry and the other kidney was cut into sections for RNA extraction, histology (both formalin fixed and OCT, optimum cutting temperature freezing medium). Inguinal lymph nodes were removed, measured, weighed, and processed for flow cytometry or RNA extraction. Lesional skin (wherever present) was removed for histology, and if enough present, RNA extraction and OCT. Non-lesional skin was harvested from the back and comparable areas to where lesional tissue was located for histology (FFPE), RNA extraction and OCT.

**RNA extraction**

For isolation of RNA from skin tissue, frozen samples were crushed with mortar and pestle prior to homogenization using a handhold tissue homogenizer (Grainger). For lymph node RNA isolation, inguinal skin-draining lymph nodes were put through a 70μm cell strainer. Homogenates were then lysed in RLT lysis buffer and RNA was purified using RNeasy Plus Mini Kit (Qiagen). For isolation of splenic RNA, we used ¼ of the whole spleen and the RNeasy Mini Kit (Qiagen, Cat. No. 74106). Each sample was lysed in RLT lysis buffer and after adding buffer RW1 and centrifugation, samples were subjected to DNA digestion using RNAse-free DNAse Set (Qiagen, 79524) with 10uL DNase I to 70uL Buffer RDD for each sample for 15min at RT. Next, RNA isolation was continued according to the RNeasy Mini Kit using buffer RW1 and RPE. Total RNA quantity and purity were determined based on A260nm/A280 nm using a BIOTEK EPOCH plate reader.

**cDNA synthesis and quantitative PCR (qPCR)**

After isolation of RNA, a total of 200 to 1000ng of cDNA was synthesized using the iScript cDNA synthesis kit (BioRad, #1708891). 10ng cDNA was used for quantitative PCR in technical triplicates in a 384 well plate using SYBR Green Supermix (Applied Biosystems). See Supplemental Table 2 for primers used. PCR was run in Applied Biosystems QuantStudio™ 12K Flex Real-Time PCR at the Advanced Genomics Core at the University of Michigan. Primer sequences are summarized in Supplemental Table 2. Gene expression level was determined by relating to the housekeeper gene *Hprt* using the ∆∆ct method setting the corresponding sex-specific WT condition to one.

**Statistics**

Graphing and statistical analysis of all data was performed using GraphPad Prism v.10 or R. Where appropriate, one-way or two-way ANOVA was used to compare multiple groups, and a two-tailed Student's t-test for normally distributed data was used for comparison between two groups. For comparison of two groups with non-normally distributed values, a Mann-Whitney U test was used. P-values less than 0.05 were considered significant. We performed RNA sequencing analyses of skin and lymph nodes using the DESeq2 package in R, where an FDR-adjusted p-value less than 0.05 was considered statistically significant. IPA Canonical Pathways and Upstream Regulator analyses were then performed and the significant ones with a Z-score of ≥ 2 or ≤ -2 were filtered out (see detailed description in method section ‘RNA Sequencing, Analysis and XCell enrichment tool’).

**Immunohistochemistry**

For detection of CD4 (1:1000), CD8 (1:2000), CD11b (1:1000) in the skin, FFPE sections were heated at 60°C for 1 hour, deparaffinized, rehydrated, and antigen retrieval was performed using a pressure cooker and antigen retrieval buffer of pH=9 for CD4, CD8, CD11b and CD11c). Slides were washed, treated with 3% hydrogen peroxide in PBS for 5 minutes, blocked (10% goat serum), and incubated with primary antibodies overnight at 4°C. All slides were then incubated with for 30 minutes with goat anti-rabbit IgG (H+L) biotinylated secondary antibody (1:200), followed by incubation with Vectastain Elite ABC-HRP reagent R.T.U. (Vector Laboratories, SK-4105), followed by detection using DAB substrate (BD Pharmingen, #550880) under a light microscope. Slides were then counterstained with hematoxylin, neutralized in bluing reagent, dehydrated, and mounted. Images were obtained through scanning of stained slides through the UMich Pathology slide scanning core.

**Immunofluorescence**

For staining of IgG and C3, we used frozen sections from skin and kidneys. Slides were dried for 1h at 37C, fixed with 4% PFA, washed and blocked with 10% normal goat serum for 1h before incubation for 30min with primarily conjugated antibodies against C3 (goat anti-C3 FITC conjugated, Immunology Consultants, GC390FZ, 1:250) and IgG (goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Texas Red-X, Invitrogen, T-862, 1:250) in blocking solution. After washing, slides were incubated with Hoechst33342 for 5min, washed, mounted and images were taken the next day using a NikonYokogawa Spinning disk microscope. For each sample, three images were taken based on Hoechst staining to identify skin/kidney structures and to reduce operator bias. Immunofluorescence of MX1 was performed on FFPE slides of WT and *Ifnk* TG nonlesional skin. Samples were antigen-retrieved and blocked as described above (see Immunohistochemistry) and incubated with rabbit anti-MX1 (Invitrogen 13750-1-AP, 1:200) overnight. Secondary antibody (goat anti-rabbit, Alexa Fluor Plus 488 (Invitrogen 11008, 1:500) and DAPI (1:500) for 30min. Slides were then washed and mounted using ProLong Glass Antifade Mountant (Invitrogen, P36980). ImageJ was used for quantification of epidermal mean fluorescence intensity of MX1 in three independent regions of interest based on DAPI-staining.

**Complete blood count and serum:**

Submandibular blood for CBC was collected in EDTA tubes and analyzed at our ULAM Pathology Core with an ElementHT5 Analyzer. For serum, tube with dislodged clot was centrifuged at 4°C for 5 min at 10000xg. Serum was stored at -80°C until processed.

**Albumin/Creatinine ratio, anti-dsDNA antibodies and total serum IgG**

Albumin and creatinine were quantified using ELISA kits (Ethos Biosciences #1011 and Ethos Biosciences #1012) according to manufacturer’s instructions. Urine samples were collected from live mice and stored at -20°C. Samples were thawed and diluted 1:20 in NHEBSA (albumin) or water (creatinine). Anti-dsDNA and IgG levels were analyzed with the use of ELISA kits (Alpha Diagnostic, San Antonio, TX, # 6320 – Ms IgG and #5120 – Ms dsDNA), according to the manufacturer’s instructions. For anti-dsDNA antibodies, we used 1:500 dilutions and for IgG 1:50,000. All values were obtained using microplate reader according to the manufacturer.

How the deposited data were processed for this re-analysis (not part of the article)

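RNA was measured in 9 skin libraries (3 WT, 2 *Ifnk* TG nonlesional and 4 *Ifnk* TG lesional, at 12 months of age) and 12 inguinal lymph node libraries (WT and *Ifnk* TG mice with and without UVB, 3 libraries each, at 12 weeks of age). Groups, ages and UVB doses were taken from the labels and the paper's methods, and no library was moved or left out of the main fits. The labels give no sex, body site or mouse for a library, so none of these was used as a factor.

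The authors trimmed the paired reads of poly-A libraries, aligned them to GRCm38 with STAR, estimated counts per gene with RSEM and deposited these expected counts. The deposited values are whole numbers and were not normalized. The annotation release that the authors used is not stated. Gene positions, lengths and types were added from GENCODE release M21 by Ensembl identifier.

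Counts were analysed in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 with groups given (at least 10 counts in enough libraries and 15 in total), which left 19101 genes in skin and 16173 in lymph nodes. Libraries were scaled by TMM. All libraries of a tissue were fitted together by group with edgeR's quasi-likelihood model (robust fit) and compared with its F-test. Adjusted p-values are Benjamini-Hochberg values over the tested genes of a comparison, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the F statistic. The interaction compares the UV response of *Ifnk* TG mice with that of WT mice. Where all libraries of a group had 3 counts or fewer, a fold was computed against a floor of 3 counts and is given as a lower bound.

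Sets of genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. Reactome sets for mouse came from the fgsea package 1.28.0, with between 10 and 500 tested genes, 901 in skin and 847 in lymph nodes. Marker lists for cell types and skin tissue were written by hand, and 20 had at least 3 tested genes in skin. Adjusted p-values of sets cover all sets of a comparison, and those of lists all lists. A set's value is the median log2 fold change of its genes, and its value in a library is the mean log2 CPM of its genes minus the mean over the libraries of the tissue. Adjusted p-values in the text come from edgeR or limma's camera or, where named, from DESeq2 1.42.0 or a hypergeometric test of over-representation among DEGs. DESeq2 gave some genes no adjusted p, and these count as not tested with it.

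Genes named with full statistics are those the paper's text names for these libraries, in the comparison it names them for. To them were added, for each comparison, the 3 genes with a symbol and the largest increase and the 3 with the largest decrease among DEGs whose libraries do not overlap. These were ranked by edgeR's fitted log2 fold change, which can order genes at the floor otherwise than their lower bounds do. Genes of the paper's figures are given as counts and named where the call differs from the paper's. This rule, the comparisons, the tests, the marker lists and the alternatives were set before the data were examined. After a first look, the reading of Reactome identifiers was corrected, the γδ T cell list was matched by Ensembl identifier and the definition of direction in the over-representation test was completed. Lists of erythroid and heat-shock genes were written only after the data were examined. The alternatives were first run for every list and set and then restricted to those whose values the text gave. Some of the genes and sets covered by these rules were then left out of the text.

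The pipeline was tested on simulated counts with 200 changed genes. In skin, edgeR recovered 70% of them and 7.29% of its calls were false, and in lymph nodes it recovered 87% with 2.79% false. DESeq2 recovered 88% and 94.5%, with 30.98% and 12.09% of its calls false. The first version of this test required under 10% false calls from every tool, which DESeq2 missed, and the requirement was then kept for edgeR alone. The simulation drew its spread from edgeR's own estimates, which favours edgeR.

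Skin libraries held between 40499078 and 56511276 counts and lymph node libraries between 27599809 and 36428435. A gene with 3 counts is 5.31e-06% to 7.41e-06% of a skin library and 8.24e-06% to 1.09e-05% of a lymph node library. There are no molecular identifiers, so these floors cover counting error only.

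The alternatives were DESeq2, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, a fit of the compared groups alone, a fit without robust estimation, *Xist* expression as a covariate, skeletal muscle, adipocyte and hair shaft genes left out, an adjusted p under 0.01, a test against a log2 fold change of 1 (glmTreat), an estimated inter-gene correlation, over-representation among DEGs, and each library left out in turn. A range of adjusted p covers the settings that keep every library unless fits without one library are named or a number of alternatives is given. With an estimated inter-gene correlation no set or list run with the alternatives passed, so that setting cannot tell stable from unstable results. Ingenuity Pathway Analysis, XCell and the comparison with human discoid lupus were not run here. Flow cytometry, histology and serum data were not used here.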

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

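Every test of an explanation in this part was chosen only after its result was seen. For the 4 lesional libraries, the gap of the most distant library to its nearest neighbour was compared with the group's range in 61 groups of values. In 6 of them it passed Dixon's critical value at the 95% level, where chance gives 3.05. For genes these were *Cxcl16* (0.958 of the range, replicate 7), *Cxcr2* (0.937, replicate 4, the highest library) and *Il1b* (0.889, replicate 4, the highest library). For marker lists they were effector memory T cells (0.849, replicate 7), adipocytes (0.909, replicate 5) and fibroblasts (0.860, replicate 7). No technical or biological explanation of them was tested.

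The UV response of Reactome's interferon gamma signaling set differed between the genotypes in lymph nodes, with a median difference of 0.14 (51 of 78 genes higher, adjusted p = 0.00294 from limma's camera). Across the 847 sets, 94 passed for this interaction, so the difference was not confined to IFN sets. For interferon gamma signaling, all 3 irradiated *Ifnk* TG libraries lay above the 3 unirradiated ones, and the WT groups overlapped. Of 100 regroupings of the libraries, 23 gave a result as large. Between the UV-treated genotypes this set did not pass the threshold (adjusted p = 0.897, median 0.02), while the unirradiated *Ifnk* TG nodes were lower than the WT nodes. The interaction is by construction the difference between these 2 comparisons, so they show which groups it arises from and do not test a lower starting level as a separate explanation. A single library remains as an explanation, since without WT no UV replicate 2 the adjusted p was 0.0881. Offsets for transcript length (adjusted p = 0.00389), offsets for GC content (0.00349), the B cell list as a covariate (0.0233) and library size as a covariate (0.00334) left the difference past the threshold. Over the alternatives that keep every library the median lay between 0.13 and 0.16 and the adjusted p between 0.00194 and 0.993, the latter with an estimated inter-gene correlation. A difference in the UV response itself cannot be told apart from regroupings of the libraries, from a single library or from a lower starting level, which the design cannot test apart.

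For the ISG15 antiviral mechanism, the UV response was also higher in *Ifnk* TG than in WT nodes, by a median of 0.0705 (16 of 26 genes higher, adjusted p = 0.00125). All 3 irradiated *Ifnk* TG libraries lay above the 3 unirradiated ones. Of 100 regroupings, 4 gave a result as large. Between the UV-treated genotypes this set did not pass the threshold (adjusted p = 0.131, median 0.02), except without WT UV replicate 9 (adjusted p = 0.0215, in a range up to 0.999). The unirradiated *Ifnk* TG nodes were lower than the WT nodes (adjusted p = 0.00419, median -0.07). Relative to the mean of the 12 libraries, the set was at 0.18 in WT without UV, -0.13 in WT with UV, -0.18 in *Ifnk* TG without UV and 0.13 in *Ifnk* TG with UV. As for the set above, these comparisons make up the interaction and do not test the starting level apart from it. Offsets for transcript length (adjusted p = 0.000177), offsets for GC content (0.00144), the B cell list as a covariate (0.00119) and library size as a covariate (0.00218) left the difference past the threshold, and so did each library left out in turn (0.0225 at most). With an estimated inter-gene correlation the adjusted p was 0.993, in a range that started at 0.000831. A difference in the UV response itself cannot be told apart from a lower starting level.

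The paper does not report on hair genes, and the 11 hair shaft genes were higher in all 4 lesional libraries than in all 3 WT libraries, with a median log2 fold change of 12.73 (adjusted p = 1.50e-23). Total counts did not differ between these groups (two-sided exact permutation p = 0.486). If lesional biopsies came from another body site, Hox genes, which mark position, would differ. Of 29 tested Hox genes, 12 (41.38%) were lower in lesional skin, against 20.13% of other genes (one-sided Fisher's exact test, p = 0.00737). Against nonlesional skin 10 of the 29 (34.48%) were lower and 1 higher, where 11.81% of other genes were lower. The body site of the biopsies is therefore a candidate explanation. It also bears on the counts of DEGs and the marker lists of every comparison with lesional skin. The paper's methods place nonlesional samples on the back and at sites comparable to the lesions, without naming the site of a library. The phase of the hair cycle and the depth of the biopsy were not tested, and the hair signal cannot be told apart from any of them or from the lesion.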

How the results depend on the processing

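No paired analysis was possible because the labels give no mouse for a library. Nonlesional and lesional samples were tested as independent, though some may have come from the same mouse. RLE normalization and a fit without robust estimation changed none of the counts of DEGs or main set results beyond the limits used here. Without a filter on low counts the median of all genes in L against WT skin was 0.10 on the log2 scale. Low counts limit *Ifnk*, *Ifnb1*, *Il5*, *Il6* and *Gzmf*, which were at the floor or left out by edgeR's filter. For every change below, the cause was not tested.

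In skin, an adjusted p under 0.01 left 4823 DEGs for L against WT, 1872 for L against NL and 1808 shared. A test against a log2 fold change of 1 left 1732, 749 and 716. Fitting the compared groups alone gave 3156 for L against NL, 2938 shared and 1 for NL against WT, and DESeq2 gave 62 for NL against WT (1465 at an unadjusted p under 0.05 in the edgeR fit, which gave 0). The fits that each left out one library gave 6243 to 8028 DEGs for L against WT, 4078 to 5187 for L against NL and 3633 to 4840 shared. The mitotic cell cycle set in L against NL skin (median 0.32) lost its call with an estimated inter-gene correlation. The 7 marker lists past the threshold became 10 with DESeq2, 9 with no filter, 6 with the compared groups alone, 4 with 10 counts in every sample, 2 with muscle, adipocyte and hair shaft genes left out, 3 with over-representation, 0 with an estimated inter-gene correlation and 5 to 8 without one library. The muscle, adipocyte and hair shaft lists are among the 7 and cannot be tested with their genes left out. The hair shaft list was also not tested with 10 counts in every sample. Both falls were therefore in part fixed in advance.

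In lymph nodes, the 805 DEGs for UV in WT mice became 1972 with DESeq2, 2431 with the WT groups alone, 170 with the *Xist* covariate, 1 at an adjusted p under 0.01, 0 against a log2 fold change of 1 (4256 at an unadjusted p under 0.05 in the edgeR fit) and 0 to 2644 without one library, with 0 without WT UV replicate 8. DESeq2 gave 134 DEGs for UV in TG mice, 21 for TG against WT with UV, 2 without UV and 5 for the interaction, and no filter gave 1 for TG against WT with UV. Without one library these counts ran from 0 to 236, 0 to 2, 0 to 1 and 0 to 1. The edgeR fits of all libraries gave 0 for each, with 1507, 1131, 549 and 881 genes at an unadjusted p under 0.05.

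The mitotic cell cycle set after UV in WT mice lost its call with upper-quartile normalization (median 0.0365), 10 counts in every sample (0.0553), the WT groups alone (0.0569), the *Xist* covariate (0.0499), an estimated inter-gene correlation and over-representation (0.0592 each). Without one library its median was 0.0343 to 0.0712, and it passed in 6 of 12 fits. In TG mice it gained a call with DESeq2 (0.0524), no filter (0.0543) and the *Xist* covariate (0.0710), with 0.0296 to 0.0657 without one library (3 of 12 fits passed). *Xist* had 3 to 42 counts in these nodes, so that covariate does not test sex there. In skin Y-linked genes were absent or nearly so from every library, and *Xist* set nonlesional replicate 3 and lesional replicate 6 apart. The covariate therefore does not test sex in skin either. Interferon alpha and beta signaling in TG mice (0.13) lost its call with an estimated inter-gene correlation, with 0.10 to 0.21 without one library (10 of 12 fits passed). For the other Reactome sets run with the alternatives, 10 results passed, against 17 with DESeq2 and 0 with an estimated inter-gene correlation.

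The direction of camera's test reversed for some sets that were not past the threshold, with these medians. For B cells in L against WT skin they were -0.29 with RLE, -0.25 with upper-quartile normalization, -0.15 with no filter, 0.17 with the compared groups alone, -0.26 with muscle, adipocyte and hair shaft genes left out and -0.77 to 1.67 without one library. For dendritic cells they were 0.49 with DESeq2 and 0.45 to 0.63 without one library, and for eosinophils -0.0590 to 1.02 without one library. For T cell receptor signaling in L against NL skin they were 0.0360 with upper-quartile normalization, 0.0275 with no filter, 0.0123 with 10 counts in every sample, 0.0806 with the *Xist* covariate, 0.0211 with muscle, adipocyte and hair shaft genes left out and 0.0150 to 0.0613 without one library. For B cell receptor signaling the median was 0.0498 with the compared groups alone. For cell cycle checkpoints after UV in WT mice they were -0.0244 with DESeq2, -0.0487 with upper-quartile normalization, -0.0326 with 10 counts in every sample, -0.0179 with the *Xist* covariate and -0.0710 to 0.0144 without one library.

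Fits without one library reversed camera's direction for the following, given as ranges of the median. After UV in WT mice these were interferon alpha and beta signaling (-0.0264 to 0.0275), interferon gamma signaling (-0.0715 to 0.0377) and metaphase and anaphase (-0.0253 to 0.0144). After UV in TG mice they were cell cycle checkpoints (-0.0120 to 0.0348) and metaphase and anaphase (-0.0091 to 0.0389), and between UV-treated genotypes interferon gamma signaling (0.0009 to 0.0785). For the interaction they were the mitotic cell cycle (-0.0352 to 0.0208), cell cycle checkpoints (-0.0137 to 0.0928) and metaphase and anaphase (-0.0101 to 0.0540). Interferon alpha and beta signaling for the interaction ran from -0.0136 to 0.0725 and gained a call in some of these fits. Among 1008 comparisons of single genes with an alternative, 887 kept direction and call, 100 lost a call, 21 gained one and 0 reversed.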

Differences from the paper's values

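The paper's count of DEGs between lesional and WT skin, 8822, stands beside 8237 here and 8836 with DESeq2, and neither is outside a factor of 1.5.

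The paper states that *Ccl27*, *Ccr4* and *Cxcl16* were up-regulated in nonlesional skin. Here *Ccl27a*, *Ccl27b*, *Ccr4* and *Cxcl16* had log2 fold changes of 0.74, 0.70, 0.89 and 0.69, were higher in 2 of 2 nonlesional libraries than in every WT library, and had adjusted p = 0.772, 0.761, 0.599 and 0.645 from edgeR's test. They passed the threshold under none of the alternatives set before the data were examined.

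Of 95 genes in Figure 2E–H and Supplementary Figure S2B, 76 had the paper's call and 19 had another or were not tested, and with DESeq2 82 had the paper's call and 13 another or none. *Ccl3* (log2 fold change 5.18, adjusted p = 0.0269), *Cxcl2* (8.32, 0.0362) and *Oas2* (2.11, 0.0128) were higher and *Tgfb3* (-0.97, 0.0150) lower in lesional skin here, where the paper marks no change. *Ccl3* did not pass with no filter and in 3 fits without one library. DESeq2 gave *Cxcl2* no adjusted p, and *Cxcl2* did not pass with no filter, the compared groups alone and in 5 fits without one library. *Tgfb3* and *Oas2* did not pass in 1 fit each without one library. The paper marks *Ccl8*, *Mx1* and *Oasl2* as higher, and here they had log2 fold changes of 1.23, 1.19 and 1.08 (adjusted p = 0.134, 0.156 and 0.147) and passed under no alternative. It also marks *Cxcl5*, *Gzmc*, *Gzmk*, *Gbp2*, *Ifi44*, *Oas3* and *Zbp1* as higher and *Ccl9* as lower. Here their log2 fold changes were 3.81, 1.97, 6.32, 1.48, 1.34, 1.78, 1.26 and -1.31 (adjusted p = 0.0516, 0.124, 0.0621, 0.0753, 0.0955, 0.0519, 0.0850 and 0.0982). All 8 passed with DESeq2, which the paper's methods name. *Oas3* also passed with 10 counts in every sample, with the compared groups alone, without robust estimation and in fits without one library. *Cxcl5*, *Gzmk*, *Gbp2* and *Zbp1* also passed without lesional replicate 5, *Gzmc* without WT replicate 9 and *Ccl9* without WT replicate 8. *Ifnb1*, *Il5*, *Il6* and *Gzmf*, where the paper marks no change, were left out by edgeR's filter. DESeq2 tested *Ifnb1* and *Il6*, and neither passed (adjusted p = 0.914 and 0.163).

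The paper states high expression of IFN-related genes in *Ifnk* TG skin. The interferon alpha and beta signaling set had a median of 0.42 in lesional against WT skin (8 of 12 genes higher, adjusted p = 0.481) and passed under no alternative.

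The paper states higher scores for γδ T cells and keratinocytes, lower scores for Treg cells, eosinophils and central memory T cells, and enrichment of T cells and B cells in lesional skin. The marker lists here are not the paper's signatures. Figure 3B shows pro B cells, whose list had too few tested genes in skin to be tested here. The γδ T cell list was lower, with a median of -1.05 (2 of 8 genes higher, adjusted p = 0.0380), and it was higher under none of the alternatives. The lists for Treg cells (1.22, adjusted p = 0.171), eosinophils (0.26, 0.795), central memory or naive T cells (2.21, 0.0958), T cells (1.07, 0.247), B cells (-0.26, 1) and keratinocytes (0.55, 0.0966) did not pass. Those for central memory or naive T cells and keratinocytes passed, as higher, with DESeq2, with no filter and without lesional replicate 7, and that for T cells without lesional replicate 7.

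The paper names pathways of T and B cell receptors, NF-κB, antigen presentation, neutrophil degranulation and antiviral responses, and IFNγ as a regulator, in lesional against nonlesional skin. Those pathways were predicted with other software and were not tested here. Reactome sets and lists stood in for them, among them interleukin-1 signaling for NF-κB and neutrophil granule genes for degranulation. None of these passed in limma's camera test (the adjusted p for interferon gamma signaling was 0.119, with a median of 0.52). Because sets and test differ, this does not decide on the paper's pathways. The lists for effector memory and for central memory or naive T cells did pass as higher (medians 1.01 and 1.93, adjusted p = 0.00285 and 0.0425). That for T cells did not (0.83, adjusted p = 0.545), and that for γδ T cells passed as lower (-1.15, adjusted p = 0.00577). C-type lectin receptors passed with DESeq2 and over-representation. Interferon gamma signaling passed with DESeq2, with the *Xist* covariate and without lesional replicate 7. Neutrophil granules passed with DESeq2, no filter, the compared groups alone and the *Xist* covariate, and in fits without one library.

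The paper gives upstream regulators among DEGs of lymph nodes after UV in *Ifnk* TG mice and between UV-treated genotypes. Here 0 genes passed in either comparison, with 1507 and 1131 at an unadjusted p under 0.05. DESeq2 gave 134 and 21, no filter gave 1 in the second, and fits without one library gave up to 236 and 2.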

Other observations

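The regroupings for counts of DEGs, the muscle covariate and the tests of sex were set before the results were seen, and the other tests in this part were chosen only after. Of the 35 splits of the lesional and WT skin libraries, 1, the real one, gave 8237 DEGs or more. None of *Xist* and 4 Y-linked genes separated the groups (0 genes). Leaving out 116 keratin and keratin-associated protein genes gave 8104 DEGs, offsets for transcript length 8221 and offsets for GC content 8252. With the skeletal muscle list as a covariate 2471 remained past the threshold, but that list itself separates the groups, so muscle in the WT biopsies cannot be told apart from the lesion. Interferon alpha and beta signaling gave a result as large in 24 of the 35 splits, and as many marker lists passed in 19 of the 35.

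For UV in WT lymph nodes, 1 of 10 splits, the real one, gave 805 DEGs, the smallest share that 3 libraries against 3 can give. Offsets for transcript length gave 914 and offsets for GC content 880. With the total counts as a covariate 11 genes passed, so that library size may account for part of the count. With the fibroblast list or the heat-shock list as a covariate 0 genes passed (4256 had an unadjusted p under 0.05 without a covariate), but these lists separate the groups and so cannot be told apart from UV. WT UV replicate 8 held 1123 counts of *Hspa1a* and 3387 of *Hspa1b*, against 44 and 54 and 213 and 232 in the other 2 irradiated WT libraries.

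Red blood cell RNA in the unirradiated nodes is a candidate explanation for the decrease of *Slc4a1* after UV in WT mice. The 6 other tested erythroid genes were lower after UV in WT mice, with a median of -2.86. Their mean was lower in all 3 irradiated WT libraries than in the 3 unirradiated ones. Limma's camera, which sets these genes against the others, gave p = 8.58e-09, and a two-sided exact permutation test of the library means gave p = 0.1, the lowest that 3 against 3 can give.

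For UV in *Ifnk* TG nodes, between UV-treated genotypes and between unirradiated genotypes, 10 of 10 splits gave at least the 0 DEGs found, and for the interaction 100 of 100 regroupings did, as any grouping must, so these counts do not test chance (unadjusted p under 0.05: 1507, 1131, 549 and 881 genes). For UV in *Ifnk* TG nodes 0 of *Xist* and 4 Y-linked genes separated the groups. Splits as large were 1 of 10 for interferon alpha and beta signaling and 1 of 10 for interferon gamma signaling in *Ifnk* TG mice, 7 of 10 for interferon alpha and beta signaling in WT mice, 3 of 10 for the mitotic cell cycle in WT and 3 of 10 in *Ifnk* TG mice, and 2 of 10 for interferon gamma signaling without UV. For the interaction, 19 of 100 were as large for interferon alpha and beta signaling and 68 of 100 for the mitotic cell cycle.

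*Xist* had 13 counts in nonlesional replicate 3 and 6 counts in lesional replicate 6, and between 3297 and 9353 in the other 7 skin libraries. *Kdm5d*, *Ddx3y* and *Eif2s3y* had 0 counts in all 9 skin libraries, and *Uty* had 1 count in WT replicate 8 and 0 in the others. In the 12 lymph node libraries *Xist* had 3 to 42 counts and *Kdm5d* 1091 to 3465. No explanation was tested. Nonlesional replicate 3 also had 0 counts of *Ifnk*.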
